# Dysregulation of RAS proteostasis by autosomal-dominant *LZTR1* mutation induces Noonan syndrome–like phenotypes in mice

**DOI:** 10.1172/jci.insight.182382

**Published:** 2024-11-22

**Authors:** Taiki Abe, Kaho Morisaki, Tetsuya Niihori, Miho Terao, Shuji Takada, Yoko Aoki

**Keywords:** Development, Genetics, Drug therapy, Genetic diseases, Mouse models

## Abstract

*Leucine-zipper–like posttranslational regulator 1* (*LZTR1*) is a member of the BTB-Kelch superfamily, which regulates the RAS proteostasis. Autosomal dominant (AD) mutations in *LZTR1* have been identified in patients with Noonan syndrome (NS), a congenital anomaly syndrome. However, it remains unclear whether *LZTR1* AD mutations regulate the proteostasis of the RAS subfamily molecules or cause NS-like phenotypes in vivo. To elucidate the pathogenesis of *LZTR1* mutations, we generated 2 *LZTR1* mutation knock-in mice (*Lztr1*^G245R/+^ and *Lztr1*^R409C/+^), which correspond to the human p.G248R and p.R412C mutations, respectively. LZTR1-mutant male mice exhibit low birth weight, distinctive facial features, and cardiac hypertrophy. Cardiomyocyte size and the expression of RAS subfamily members, including MRAS and RIT1, were significantly increased in the left ventricles (LVs) of mutant male mice. LZTR1 AD mutants did not interact with RIT1 and functioned as dominant-negative forms of WT LZTR1. Multi-omics analysis revealed that the mitogen-activated protein kinase (MAPK) signaling pathway was activated in the LVs of mutant mice. Treatment with the MEK inhibitor trametinib ameliorated cardiac hypertrophy in mutant male mice. These results suggest that the MEK/ERK pathway is a therapeutic target for the NS-like phenotype resulting from dysfunction of RAS proteostasis by *LZTR1* AD mutations.

## Abstract 2

Autosomal dominant mutations in LZTR1 causes dysregulation of RAS proteostasis and induces Noonan syndrome-like phenotypes in a novel mouse model.

## Introduction

Noonan syndrome (NS; OMIM #163950 and #605275) is a malformation syndrome and a type of RASopathy. RASopathies are a family of syndromes caused by germline mutations in genes encoding various components of the RAS/mitogen-activated protein kinase (MAPK) signaling pathway (1, 2). RASopathies include NS, Costello syndrome, and cardio-facio-cutaneous (CFC) syndrome. NS is characterized by congenital heart disease, low birth weight, short stature, distinctive facial appearance, skeletal abnormalities, intellectual disability, and other specific phenotypes (3). *Protein tyrosine phosphatase 11* (*PTPN11*), which encodes SHP2, *SOS Ras/Rac guanine nucleotide exchange factor 1* (*SOS1*), *Raf-1 proto-oncogene, serine/threonine kinase* (*RAF1*), and *Ras-like without CAAX 1* (*RIT1*) are the major pathogenic genes of NS.

*Leucine-zipper–like posttranslational regulator 1* (*LZTR1*) is a tumor suppressor gene and one of the known causative genes of NS (4). Germline and somatic mutations in *LZTR1* have been identified in patients with NS, schwannomatosis, and various cancers, including glioblastoma, one of the most challenging cancers to treat (5–7). LZTR1 belongs to the BTB-Kelch superfamily and functions as an adaptor protein of the Cullin 3–based (CUL3-based) ubiquitin E3 ligase complex. Members of the BTB-Kelch superfamily homo- or heterodimerize and interact with CUL3 via the BTB domain. The Kelch domain traps substrates for mono- or polyubiquitination. LZTR1 binds to RAS subfamily members, including RIT1, MRAS, and KRAS. Trapped RAS proteins are ubiquitinated and proteolyzed by the proteasome or have altered cellular localization (8–11). Almost all gene mutations responsible for NS are autosomal dominant (AD). However, pathogenic mutations in *LZTR1* have 2 hereditary forms: AD and autosomal recessive (AR). Patients with *LZTR1* AR mutations exhibit a more severe phenotype than those with *LZTR1* AD mutations in NS (12, 13). Most *LZTR1* AD mutations are located in the Kelch domain, whereas biallelic AR mutations have been identified in the BTB domains, Kelch domain, and intronic regions that regulate transcriptional activity or increase minor transcriptional variants (Figure 1A) (4, 12, 14–25). According to previous in vitro mutational analyses, pathogenic *LZTR1* mutations in patients with NS and schwannomatosis have been considered loss-of-function mutations, regardless of whether they are AD or AR hereditary forms. Intriguingly, homozygous *Lztr1*-deficient mice (*Lztr1*^–/–^) exhibit embryonic lethality, whereas heterozygous *Lztr1*-deficient mice (*Lztr1*^+/–^) exhibit mild or no specific phenotypes, including cardiac hypertrophy and facial appearance (10, 26). A recent study demonstrated that LZTR1 p.L580P, an AR variant located in the BTB domain, polymerizes and alters its subcellular localization (27). This study provides insights into the functional differences between *LZTR1* deletions and AR variants. Based on previous reports, we hypothesized that *LZTR1* AD mutants lose the ability to interact with RAS subfamily members and function as dominant-negative forms of LZTR1 WT, resulting in high expression of RAS subfamily members and activation of the MAPK signaling pathway.

LZTR1 was first identified as a transcription-related molecule (28). Subsequent studies have revealed that it directly regulates the ubiquitination of the RAS subfamily members (8–11, 17), epidermal growth factor receptor (EGFR) (29), AXL receptor (29), and charged multivesicular protein 1B (30). Additionally, LZTR1 indirectly regulates the ubiquitination of SEC31A by interacting with Kelch-like protein 12 (KLHL12), a member of the BTB-Kelch superfamily (31). These functional interactions have been explored using LZTR1-KO cell lines and LZTR1-deficient mice but have not been validated in pathological mutation models. Moreover, no in vivo evidence has demonstrated whether AD mutations in *LZTR1* cause RAS accumulation, leading to NS-like phenotypes, including congenital heart defects.

To address these questions, we generated 2 potentially novel genetically modified mice with heterozygous *LZTR1* AD mutations. Here, we show that *LZTR1* AD mutations caused NS-like phenotypes and that LZTR1 AD mutants functioned as dominant-negative forms of WT. Furthermore, treatment with the MEK inhibitor trametinib ameliorated congenital heart defects in a potentially novel NS mouse model. Our findings provide insights into the pathogenicity of RASopathies and the development of therapeutic drugs for these diseases.

## Results

### LZTR1 AD mutant mice show NS-like phenotypes.

To reveal the pathogenic mechanism of NS in patients with heterozygous *LZTR1* AD mutations, we generated 2 types of *Lztr1*–knock-in mice harboring the p.R409C and p.G245R mutations, which are inherited human AD mutations corresponding to p.R412C and p.G248R, respectively (Figure 1A and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182382DS1) (4, 14, 15, 17, 21, 32). First, we examined the survival rate and chronological changes in body weight and length during a long-term follow-up study. Approximately 25% of *Lztr1*^R409C/+^ mice survived for 2 years. The mice began to die suddenly after 1 year of age without any obvious signs, including loss of body weight, food consumption, or physical activity (Figure 1B). The body weights and lengths of *Lztr1*^R409C/+^ mice were lower than those of the *Lztr1*^+/+^ mice until approximately 10 weeks of age, after which they caught up with the *Lztr1*^+/+^ mice (Figure 1, C and D). Analyzing the facial appearance and skeletal abnormalities via μCT, *Lztr1*^R409C/+^ mice showed smaller and rounder skulls, more blunt snouts, and hypertelorism compared with their *Lztr1*^+/+^ littermates (Figure 1, E–G). Furthermore, *Lztr1*^R409C/+^ mice exhibited splenomegaly and renal hypertrophy (Supplemental Figure 2A), consistent with those found in other RASopathy mouse models, including HRAS p.G12S and RIT1 p.A57G (33, 34). H&E staining demonstrated extramedullary hematopoiesis in the spleens and livers of *Lztr1*^R409C/+^ mice (Supplemental Figure 2B). Splenomegaly may be caused by extramedullary hematopoiesis.

*Lztr1*^R409C/+^ pups were not born at the expected Mendelian ratio, suggesting that the heterozygous AD mutation in *Lztr1* causes partial embryonic lethality (Supplemental Figure 3A). Embryonic analysis revealed that *Lztr1*^R409C/+^ embryos had edema and/or s.c. hemorrhage compared with their *Lztr1*^+/+^ littermates on E14.5 and E16.5 (Supplemental Figure 3C). The homozygous mutation in *Lztr1* (*Lztr1*^R409C/R409C^) was embryonically lethal (Supplemental Figure 3B). *Lztr1*^R409C/R409C^ embryos exhibited more severe edema and s.c. hemorrhage than *Lztr1*^R409C/+^ mice (Supplemental Figure 3C). Subsequently, we performed whole-mount immunostaining of the embryonic back skin to assess lymphatic phenotypes (Supplemental Figure 3D). The immunostaining using an antibody against the lymphatic endothelial cell surface marker VEGFR3 showed that *Lztr1*^R409C/+^ mutant embryos had lymphatic abnormalities compared with WT littermates. Moreover, *Lztr1*^R409C/R409C^ mutant embryos exhibited more severe phenotypes in terms of lymphatic morphology. These results suggest that lymphatic defects might be one of the reasons for embryonic lethality in homozygous mutant embryos. Similar phenotypes were observed in *Lztr1*^G245R/+^ and *Lztr1*^G245R/G245R^ embryos (Supplemental Figure 3, E and F). Taken together, these results are similar to those reported in other mouse models of RASopathy (33, 34).

### LZTR1 AD mutants function as dominant-negative forms to LZTR1 WT.

Our results suggest that heterozygous *LZTR1* AD mutations cause NS-like phenotypes. However, the differences between AD mutations and the gene deletions that mimic compound heterozygous AR mutations remain unclear. Previous studies have reported different results regarding the phenotypes of *Lztr1*-deficient mice. A group reported that *Lztr1*^–/–^ C57BL/6 mice showed embryonic lethality, whereas *Lztr1*^+/–^ C57BL/6 mice are born yet show cardiac hypertrophy (10). In contrast, another group demonstrated that *Lztr1*^+/–^ C57BL/6 mice did not display any specific phenotypes related to heart frailty; however, *Lztr1*^–/–^ 129S1/SvImJ mice (129 mice) are viable yet show cardiac hypertrophy and facial disability similar to those in patients with NS (26). In our experiments, *Lztr1*^+/–^ C57BL/6 mice did not show cardiac hypertrophy or a high expression of RAS subfamily members (Supplemental Figure 4, A and B). A high expression of the RAS subfamily members was detected in *Lztr1*^–/–^ mouse embryonic fibroblasts (MEFs) but not in *Lztr1*^+/–^ MEFs (Supplemental Figure 4C). Our results and those of previous studies indicate that a haploinsufficiency of *LZTR1* did not cause NS.

To investigate the molecular events accompanying the *LZTR1* mutation, we generated MEFs and analyzed their expression levels of RAS subfamily members. The expression of RAS subfamily members, particularly KRAS, MRAS, and RIT1, as well as phospho-MEK1/2 and phospho-ERK1/2, was higher in *Lztr1*^R409C/+^ and *Lztr1*^R409C/R409C^ MEFs than in *Lztr1*^+/+^ MEFs (Figure 2A). LZTR1 expression in MEFs increased in the following order: *Lztr1*^+/+^, *Lztr1*^R409C/+^, and *Lztr1*^R409C/R409C^. These results correlated with the expression levels of RAS subfamily members (Figure 2A). In contrast, the LZTR1 p.G245R mutation did not affect LZTR1 protein levels, whereas *Lztr1*^G245R/+^ and *Lztr1*^G245R/G245R^ MEFs exhibited high expression of the RAS subfamily members, similar to MEFs harboring the LZTR1 p.R409C mutant (Supplemental Figure 5). These results suggest that heterozygous AD mutations in *LZTR1* induce the accumulation of RAS subfamily members.

Given the above data, we hypothesized that LZTR1 AD mutants, including human p.R412C/mouse p.R409C and human p.G248R/mouse p.G245R, are not only loss-of-function mutants but also play a dominant-negative role in LZTR1 WT. To verify this hypothesis, we examined the differences and relationships between LZTR1 WT and AD mutants. In LZTR1-KO HEK293 (HEK293-KO) cells, the expression of LZTR1 WT resulted in a decrease in RAS protein levels, which was not observed in cells expressing AD mutants, such as p.G248R and p.R412C (Figure 2B). Under these conditions, the expression levels of the LZTR1 p.R412C mutant were higher than those of the LZTR1 WT or p.G245R mutants; however, the high expression of the LZTR1 p.R412C mutant did not affect RAS protein levels. Subsequently, we performed an ELK1 transactivation assay (*Elk1*-Luc assay) in HEK293-KO cells to assess the downstream signaling activity of the RAS subfamily members. The results show that LZTR1 WT reduced luciferase activity compared with the control group, whereas AD mutants did not alter luciferase activity levels (Figure 2C). An immunoprecipitation assay using in vitro–translated FLAG-LZTR1 proteins demonstrated that LZTR1 WT, not AD mutants, interacted with endogenous MRAS and RIT1 in the absence of endogenous LZTR1 (Figure 2D). In general, members of the BTB-Kelch superfamily function as dimers or multimers to capture their substrates. We observed that HA-LZTR1 AD mutations interacted with FLAG-LZTR1 WT, and homodimerization of FLAG-LZTR1 WT and MYC-LZTR1 WT was interfered with HA-LZTR1 AD mutants in a protein level–dependent manner (Figure 2E). Finally, we tested whether the AD mutants exerted dominant-negative effects on the WT. In the Elk1-Luc assay, AD mutants partially inhibited the WT-dependent downregulation of Elk1 transcriptional activity in a dose-dependent manner (Figure 2F). Taken together, these results suggest that LZTR1 AD mutants lose the ability to interact with RIT1 and function as dominant-negative regulators of the WT protein. It is possible that the AD mutants interfere with the homodimerization of LZTR1 WT and WT, resulting in partial inhibition or complete loss of RAS degradation activity (Figure 2G).

### High expression of the RAS subfamily proteins and activation of the MAPK signaling pathway cause cardiac hypertrophy in LZTR1-mutant mice.

Congenital heart defects have been observed in patients with NS harboring *LZTR1* mutations (15). To investigate the influence of *Lztr1* AD mutation on mouse hearts, we analyzed the hearts of *Lztr1*^R409C/+^ mice at 12 weeks (young adults) and 52 weeks (aged) of age. The heart/body weight ratio of *Lztr1*^R409C/+^ mice was higher than that of their *Lztr1*^+/+^ littermates. These ratios did not change between 12- and 52-week-old mice (Figure 3A), suggesting that the *Lztr1* mutation affects cardiac development at an early stage, from birth to 12 weeks. LZTR1 regulates the ubiquitination and degradation of RAS subfamily proteins. Consequently, the loss of LZTR1 induces RAS accumulation and activates the MAPK signaling pathway in vitro (8, 11). Immunoblot analysis of mouse LVs demonstrated that RAS subfamily members were upregulated in *Lztr1*^R409C/+^ mice, as expected. However, despite the high expression of RAS subfamily members, there was no significant increase in phospho-MEK1/2 and phospho-ERK1/2 levels, as observed in other RASopathy model mice (Figure 3B). The number of Ki-67^+^ nuclei in the left ventricles (LVs) did not increase in 12-week-old *Lztr1*^R409C/+^ mice, whereas wheat germ agglutinin (WGA) staining revealed cardiomyocyte hypertrophy in these mice compared with their *Lztr1*^+/+^ littermates (Figure 3C) (33–35). Furthermore, there were no significant increases in fibrosis or apoptosis in *Lztr1* ^R409C/+^ mouse hearts. Similarly, *Lztr1*^G245R/+^ mice demonstrated cardiomyocyte hypertrophy and a higher expression of RAS subfamily members compared with their *Lztr1*^+/+^ littermates (Figure 3, D and E, and Supplemental Figure 6).

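For mRNA-Seq, RNA was extracted from the PBS-perfused LVs of 3 *Lztr1* R409C/+ mice and 3 WT mice at 12 weeks of age, and each mouse was sequenced separately. The authors trimmed the reads with Trim-galore, aligned them to the mouse genome build GRCm39 with HISAT2, excluded rRNA, and assigned them to genes with StringTie. The deposited values are whole-number counts per gene without normalization. Total counts ranged from 66130887 to 72641124 per mouse, with a median of 71173751 in WT mice and 69282804 in *Lztr1* R409C/+ mice. Counts were converted to CPM with edgeR's TMM normalization, which scales each mouse by its total count multiplied by a TMM factor. The CPM of the mice therefore do not sum to the same total. At this depth, 3 counts corresponded to between 0.0317 and 0.0541 CPM, a floor that covers counting error only. Mitochondrially encoded genes took 13.8% of the counts in WT replicate 3 (95% Wilson interval, 13.8% to 13.9%) and 45.4% in *Lztr1* R409C/+ replicate 1 (95% Wilson interval, 45.4% to 45.4%). In the other 4 mice, this share lay between 29.7% and 37.3%. Of the 56923 genes listed, 27480 had a count in at least 1 mouse, and 17212 passed edgeR's filter on low counts and were tested between the genotypes with edgeR's quasi-likelihood test. Gene sets were tested by preranked GSEA on the log2 fold changes of *Lztr1* R409C/+ over WT mice. Gene ontology (GO) annotations were not used here, and each GO term was represented by a list of its genes written by hand. Because GSEA permutes genes and not mice, each list was also tested with limma's camera, which allows for correlation between genes. Each mouse was given a score per list, the mean over the list's genes of log2 CPM after subtraction of each gene's mean over the 6 mice. The raw proteomic measurements were not analysed here.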

To investigate the effect of the LZTR1 mutant on protein instability and gene expression, we performed data-independent acquisition (DIA) proteomic and mRNA-Seq analyses using LVs. We identified 85 downregulated and 72 upregulated proteins in the DIA proteomic analysis (Supplemental Tables 3 and 4). Enrichment analyses of differentially expressed proteins (DEPs) revealed that positive regulation of MAP kinase activity was enriched in the upregulated DEPs group (Figure 4). Upon closer examination of the changes in the expression of LZTR1 target molecules, we observed a 2.5-fold increase in RIT1 (*P* = 0.087) and a 0.4-fold decrease in EGFR (*P* = 0.00087), whereas other RAS members remained unchanged or were undetectable. Interestingly, LZTR1 protein levels were significantly increased in the hearts of *Lztr1*^R409C/+^ mice (2.7-fold, *P* = 0.0346) (Figure 4 and Supplemental Tables 3 and 4). Increased LZTR1 protein expression was also observed in MEFs and transiently transfected HEK293-KO cells (Figure 2, A and B). To compare the protein stability of the LZTR1 mutants, we performed a cycloheximide chase assay (CHX assay). The results of the CHX assay demonstrated that the LZTR1 p.R412C mutant had a longer half-life than the WT and other mutants and that LZTR1 was proteolyzed by the proteasome (Supplemental Figure 7, A and B). The high stability of the LZTR1 p.R412C mutant could be helpful for its dominant-negative effect on LZTR1 WT.

The results of mRNA-Seq, gene ontology (GO), and gene set enrichment analyses (GSEA) demonstrate that the MAPK cascade, collagen-containing extracellular matrix, and mitochondrial respirasome-related genes were upregulated in the LVs of *Lztr1*^R409C/+^ mice (Figure 5, A and B, and Supplemental Tables 5 and 6). These GO terms were aligned with known functions of the RAS/MAPK signaling pathway and LZTR1. Conversely, the mTOR signaling pathway, T-tubule, sarcolemma, ubiquitin ligase complex, and fatty acid β-oxidation–related genes were downregulated in LVs from *Lztr1*^R409C/+^ mice (Figure 5, A and B). These results provide evidence that a heterozygous *LZTR1* AD mutation activates the RAS/MAPK signaling pathway in a mouse model.

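At a false discovery rate of 0.05, 6 genes were higher and 1 gene, *Gm43302*, was lower in *Lztr1* R409C/+ mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, the same test gave 993 higher and 493 lower genes. These numbers depended on the scaling. They were 388 higher and 301 lower with library size only, and 1176 higher and 305 lower with upper quartile normalization. At the false discovery rate of 0.05, DESeq2's Wald test on the same genes moved the counts most among the other tests, to 136 higher and 14 lower genes. *Gm43302* had 1108, 1267, and 2567 counts in WT replicates 1, 2, and 3 and 0 in each *Lztr1* R409C/+ mouse. It overlaps *Gbp6* and *Gbp10*, which together gained 17.6% of the mean CPM that it lost. The list for the mitochondrial respirasome held 76 tested genes, of which 61 were higher and 15 lower in *Lztr1* R409C/+ mice, and its normalized enrichment score (NES) was 1.65 (adjusted p = 0.00768, permutation of genes). A correction for gene length moved this score most, to 1.00 (adjusted p = 0.584, permutation of genes, within a range of 1.27e-06 to 0.584 over the alternatives tried), and it ranged from 1.32 to 1.66 across the 6 fits that each left out 1 mouse. The list score per mouse was -0.13 ± 0.18 (SD, n = 3) in WT and 0.13 ± 0.15 (SD, n = 3) in *Lztr1* R409C/+ mice, and the groups overlapped (two-sided exact permutation test, p = 0.2, where 3 mice against 3 allow no p below 0.1). Among the genes of this list, *Uqcr11* (ENSMUSG00000020163.13, chromosome 10 of GRCm39, 80236542 to 80242676) rose from 43.3 ± 5.92 CPM (SD, n = 3) in WT to 73.6 ± 25.4 CPM (SD, n = 3) in *Lztr1* R409C/+ mice. Its log2 fold change was 0.77 (standard error 0.22, adjusted p = 0.334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list for the collagen-containing extracellular matrix held 121 tested genes, 84 higher and 37 lower, with an NES of 1.53 (adjusted p = 0.00768, permutation of genes), and it passed the threshold in 2 of the 6 fits that each left out 1 mouse. Its score was -0.11 ± 0.025 (SD, n = 3) in WT and 0.11 ± 0.29 (SD, n = 3) in *Lztr1* R409C/+ mice, with overlap (two-sided exact permutation test, p = 0.4). *Mgp* (ENSMUSG00000030218.3, chromosome 6, 136849433 to 136852821) rose from 31.4 ± 1.52 to 57.2 ± 18.2 CPM (SD, n = 3 in each group). *Fmod* (ENSMUSG00000041559.8, chromosome 1, 133964992 to 133976015) had 14, 0, and 11 counts in WT and 42, 75, and 172 counts in *Lztr1* R409C/+ mice. The adjusted p was 0.217 for *Mgp* and 0.215 for *Fmod* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list for positive regulation of the MAPK cascade held 156 tested genes, 91 higher and 65 lower, with an NES of 1.28 that did not pass the 0.05 threshold (adjusted p = 0.0845, permutation of genes). The list passed in 5 of 23 alternatives and not in the other 18. After the gene length correction, for example, the NES was 1.45 (adjusted p = 0.0238, permutation of genes). Its score was higher in every *Lztr1* R409C/+ mouse than in every WT mouse, with means of 0.073 ± 0.059 (SD, n = 3) and -0.073 ± 0.057 (SD, n = 3) and the smallest p that the exact permutation test allows. With its preset correlation of 0.01 between genes, limma's camera gave adjusted p-values of 0.00264, 0.00834, and 0.21 for the respirasome, extracellular matrix, and MAPK lists. With the correlation estimated from the data, limma's camera gave 0.352, 0.486, and 0.394.

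**Figure D1:**
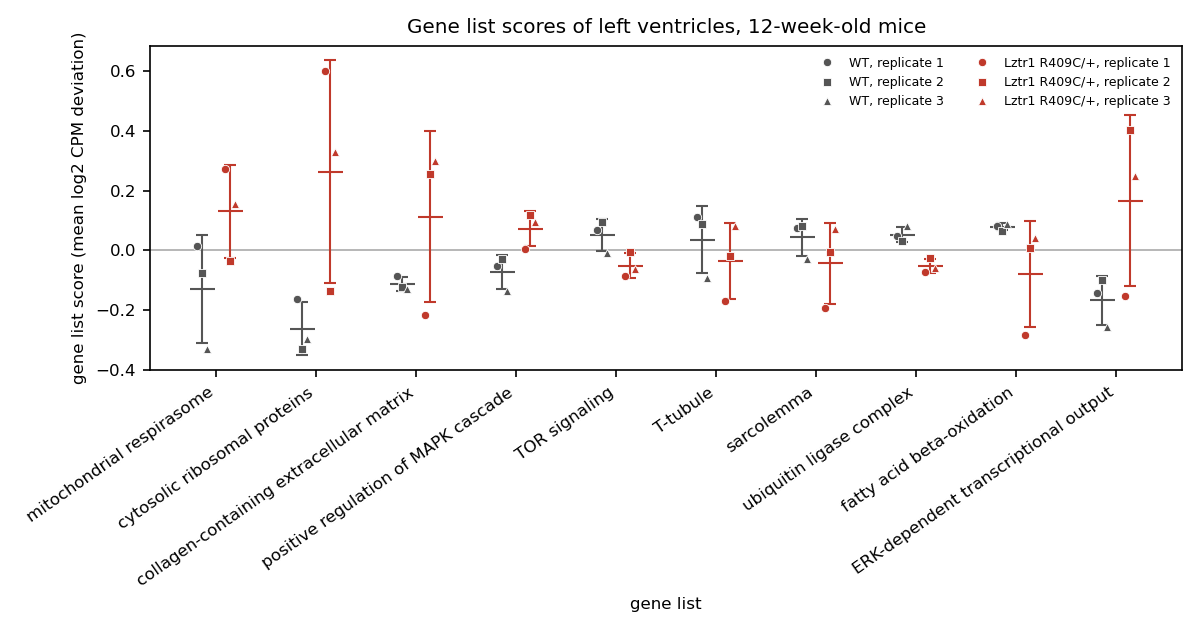
Score of each gene list (x axis) in the LV of each mouse (y axis, mean deviation of log2 CPM from the mean of the 6 mice). Points are mice, with symbols for the replicate number, horizontal lines are group means, and error bars are SD (n = 3). The *Lztr1* R409C/+ mice lie above 0 in all 3 replicates for the MAPK cascade list, from 0.0054 to 0.12, and on both sides of 0 for the extracellular matrix list, from -0.22 to 0.30.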

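The fatty acid β-oxidation list held 77 tested genes, 17 higher and 60 lower in *Lztr1* R409C/+ mice, with an NES of -1.91 (adjusted p = 0.00935, permutation of genes). Without *Lztr1* R409C/+ replicate 1, the score was -0.93 (adjusted p = 0.725, permutation of genes, the highest of the alternatives, which reached down to 3.07e-08). The ubiquitin ligase complex list held 235 tested genes, 70 higher and 165 lower, with an NES of -1.60 (adjusted p = 0.00235, permutation of genes). It no longer passed in 4 of 21 alternatives. Among these, the NES was -1.25 without *Lztr1* R409C/+ replicate 1 (adjusted p = 0.160, permutation of genes). It was -1.33 without *Lztr1* R409C/+ replicate 3 (adjusted p = 0.0962, permutation of genes) and -0.82 without a filter on low counts. For both lists, every *Lztr1* R409C/+ mouse had a lower score than every WT mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The score of the ubiquitin ligase list was 0.053 ± 0.025 (SD, n = 3) in WT and -0.053 ± 0.023 (SD, n = 3) in *Lztr1* R409C/+ mice. That of the fatty acid β-oxidation list was 0.078 ± 0.012 (SD, n = 3) in WT and -0.078 ± 0.18 (SD, n = 3) in *Lztr1* R409C/+ mice. *Etfdh* (ENSMUSG00000027809.15, chromosome 3, 79511086 to 79536807), a gene of the latter list, fell from 508.1 ± 18.3 to 372.9 ± 31.8 CPM (SD, n = 3 in each group). Its log2 fold change was -0.45 (standard error 0.16, adjusted p = 0.458 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Asb18* (ENSMUSG00000067081.14, chromosome 1, 89874473 to 89942388), of the ubiquitin ligase list, fell from 21.3 ± 5.41 to 12.6 ± 1.93 CPM (SD, n = 3 in each group), and its adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.304. The TOR signaling list held 97 tested genes, 32 higher and 65 lower, with an NES of -1.61 (adjusted p = 0.0447, permutation of genes). After the gene length correction this score was -1.33 (adjusted p = 0.0840, permutation of genes), within a range of adjusted p-values from 1.36e-07 to 0.576 over the alternatives. The T-tubule list held 59 tested genes, 19 higher and 40 lower, and the sarcolemma list 104, 34 higher and 70 lower. Neither passed the threshold, with an NES of -1.09 for T-tubule (adjusted p = 0.316, permutation of genes) and -1.21 for sarcolemma (adjusted p = 0.180, permutation of genes). The genotypes overlapped in the scores of both lists (two-sided exact permutation test, p = 0.5 for each). Without *Lztr1* R409C/+ replicate 1, the sarcolemma score changed direction, to 0.62. With the genes held to at least 10 counts in every mouse, both lists passed, with an NES of -1.49 for T-tubule and -1.48 for sarcolemma. *Adra1a* (ENSMUSG00000045875.14, chromosome 14, 66872700 to 67012152), in both lists, fell from 17.3 ± 2.89 to 11.0 ± 0.761 CPM (SD, n = 3 in each group; adjusted p = 0.283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). limma's camera with the preset correlation gave adjusted p-values of 3.79e-04, 0.0019, 0.00176, 1.35e-04, and 1.39e-05 for the TOR, T-tubule, sarcolemma, ubiquitin ligase, and fatty acid β-oxidation lists. With the estimated correlation, limma's camera gave an adjusted p of 0.352 for each of these lists.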

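As a readout of RAS/MAPK signaling that the paper's terms do not cover, a list of 20 tested genes whose transcription depends on ERK, such as *Fos* and *Egr1*, was examined. Of these, 15 were higher and 5 lower in *Lztr1* R409C/+ mice, and the NES was 1.58 (adjusted p = 0.0447, permutation of genes). Without *Lztr1* R409C/+ replicate 2, the score changed direction, to -1.25 (adjusted p = 0.271, permutation of genes, within a range of 0.0104 to 0.801 over the alternatives). The list score was -0.14, -0.10, and -0.26 in WT replicates 1, 2, and 3 and -0.15, 0.40, and 0.25 in *Lztr1* R409C/+ replicates 1, 2, and 3, and the groups overlapped (two-sided exact permutation test, p = 0.3, with 0.1 the smallest possible). *Fos* (ENSMUSG00000021250.14, chromosome 12, 85520658 to 85524047) rose from 1.20 ± 0.171 to 4.51 ± 3.4 CPM (SD, n = 3 in each group), and *Egr1* (ENSMUSG00000038418.8, chromosome 18, 34992876 to 34998049) from 6.73 ± 1.58 to 16.2 ± 7.61 CPM (SD, n = 3 in each group). Their log2 fold changes were 1.91 (standard error 0.49) and 1.27 (standard error 0.33), each with an adjusted p of 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. limma's camera gave an adjusted p of 0.0277 for the list with the preset correlation and 0.403 with the estimated correlation. The paper reasons that the up- and downregulated gene sets of Figure 5 are evidence for activation of RAS/MAPK signaling by the heterozygous AD mutation in the mouse.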

### Treatment with the MEK inhibitor trametinib ameliorates cardiac hypertrophy in Lztr1^R409C/+^ mice.

Symptomatic treatment or surgery is the first-line therapy for patients with NS with congenital heart disease because an effective drug treatment has not yet been established. Longitudinal cohort studies and early-phase clinical trials have identified MEK inhibitors as candidate drugs for RASopathies (36–40). Furthermore, in *Rit1*^A57G/+^ mice, a NS model of cardiac hypertrophy, the AKT/mTOR signaling pathway was activated in tissues from whole embryos and adult hearts under β-adrenergic stimulation (34). Since RIT1 is a principal target of LZTR1 (8, 31), AKT/mTOR signaling inhibitors such as rapamycin may be drug candidates for patients with NS with *LZTR1* mutations. To investigate the therapeutic effects of signal inhibitors, mice were treated with the MEK inhibitor trametinib or a rapamycin-containing diet for 8 weeks after weaning. Compared with the normal diet–fed group, the heart/body weight ratio and cardiomyocyte size decreased in *Lztr1*^R409C/+^ mice fed a trametinib-containing diet (Figure 6, A and B, and Supplemental Figure 8A). Immunoblot analysis revealed that the oral administration of trametinib reduced phospho-ERK levels in the mouse LVs (Figure 6C and Supplemental Figure 8B). However, trametinib treatment did not alleviate splenomegaly or renal hypertrophy in *Lztr1*^R409C/+^ mice (Supplemental Figure 8A). In contrast, rapamycin treatment did not improve specific phenotypes such as cardiac hypertrophy (Figure 6A). Overall, these results suggest that MEK inhibitors will be therapeutic options for patients with NS with AD mutations in *LZTR1*.

## Discussion

In this study, we demonstrate that a heterozygous AD mutation in *LZTR1* caused NS-like phenotypes, including cardiac hypertrophy, low birth weight, short birth stature, and a distinctive facial appearance using AD mutation knock-in mouse models, such as *Lztr1*^R409C/+^ and *Lztr1*^G245R/+^ mice. Our results also show that 3 representative AD mutations lost the ability to interact with RIT1 and function as dominant-negative forms of LZTR1 WT. Furthermore, treatment with the MEK inhibitor trametinib ameliorated cardiac hypertrophy in *Lztr1*^R409C/+^ mice. Our findings provide insights into the pathogenic mechanism of patients with NS with *LZTR1* AD mutations and suggest that MEK inhibitors have the potential to be highly effective drugs against NS.

Research on disease models has shown that signaling inhibitors of the MEK/ERK and AKT/mTOR pathways are therapeutic drug candidates for RASopathies. Clinical trials of these inhibitors are underway in various countries (40–46). A previous study showed that the MEK inhibitor pimasertib, AKT inhibitor ipatasertib, or a combination of these agents could partially rescue embryonic lethality in LZTR1-KO mice (30). However, no evidence suggests that signal inhibitors can ameliorate cardiac hypertrophy in adult mice or humans with LZTR1 pathogenic mutations. In this study, we demonstrated that a heterozygous AD mutation in *LZTR1* activates MAPK signaling and that trametinib treatment ameliorates cardiac hypertrophy in *Lztr1*^R409C/+^ mice (Figure 5 and Figure 6). Conversely, the mTOR signaling pathway was suppressed in *Lztr1*^R409C/+^ mice, and rapamycin treatment did not rescue *LZTR1* mutation–dependent cardiac hypertrophy (Figure 5 and Figure 6). 

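In the mRNA-Seq of the LVs, the TOR signaling score was 0.067, 0.096, and -0.0089 in WT replicates 1, 2, and 3 and -0.086, -0.0043, and -0.063 in *Lztr1* R409C/+ replicates 1, 2, and 3, so that the groups overlapped (two-sided exact permutation test, p = 0.2, with 0.1 the smallest possible). The 2 genes of this list with the smallest unadjusted p that fell were *Armh4* and *Fnip2*. *Armh4* (ENSMUSG00000036242.16, chromosome 14, 49913409 to 50020851) fell from 13.1 ± 2.61 to 6.58 ± 1.46 CPM (SD, n = 3 in each group), a log2 fold change of -0.99 (standard error 0.22, adjusted p = 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fnip2* (ENSMUSG00000061175.13, chromosome 3, 79363280 to 79475188) fell from 49.6 ± 5.87 to 32.3 ± 4.08 CPM (SD, n = 3 in each group), a log2 fold change of -0.62 (standard error 0.16, adjusted p = 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 39 genes of the list that encode the kinase complexes and their activators had a median log2 fold change of -0.13 and, by themselves, an NES of -1.22 (p = 0.127, permutation of genes). The 37 genes that encode inhibitors of TOR complex 1 had a median log2 fold change of -0.072 and an NES of -1.57 (p = 0.0372, permutation of genes). After the gene length correction, the NES was -1.06 for the kinase complexes and -1.10 for the inhibitors. The score of the kinase complexes was lower in every *Lztr1* R409C/+ mouse than in every WT mouse, and that of the inhibitors overlapped between the genotypes (two-sided exact permutation test, p = 0.1 and p = 0.3). This division of the list was made after its values were seen. LVs of rapamycin-treated mice are not among the samples analysed here.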

RIT1 and MRAS are the most abundant RAS subfamily members in the LVs of *LZTR1*-mutant mice. MRAS induces RAF activation in a classical RAS–dependent manner, and pathogenic mutations in *MRAS* cause NS with cardiac hypertrophy (47). Recent reports have revealed that the MRAS/SHOC2/PPP1C complex regulates RAF dephosphorylation, resulting in RAF-RAS binding and ERK activation (48–51). Furthermore, MEK inhibition ameliorates cardiomegaly in *Rit1*^M90I/+^ mice (43). Based on these reports and our results, the increase in the expression of RAS subfamily members in the hearts of LZTR1-mutant mice contributes to the activation of MAPK rather than AKT/mTOR signaling. Taken together, although there are issues to be considered in the future, such as the presence or absence of adverse effects associated with long-term drug use, our results provide the first scientific evidence to our knowledge for the role of signaling inhibitors in patients with NS with congenital heart defects carrying heterozygous AD *LZTR1* mutations.

Almost all pathogenic mutations in RASopathies follow AD inheritance patterns, whereas pathogenic mutations in *LZTR1* have been identified in both AD and AR hereditary forms. However, functional differences between AD and AR mutations remain unclear. Motta et al. suggests that *LZTR1* AD mutants might work as dominant-negative forms of LZTR1 WT (17), but the molecular mechanism had not been clearly understood. In this study, we hypothesized that AD mutants lose the ability to bind to the RAS subfamily members and function as dominant-negative forms of LZTR1 WT. The AD mutations selected in this study are located in the Kelch domain of LZTR1. Structural analysis showed that amino acid residues R283 and R412 are involved in ionic interactions with RIT1, and replacing G248 with more hydronic and bulkier residues destabilizes the interaction between LZTR1 and RIT1 (32). These mutants lost the ability to interact with RIT1 and proteolyze RAS subfamily proteins (Figure 2). LZTR1 AD mutants partially recovered the LZTR1 WT–mediated inhibition of ELK1 transcriptional activity in an expression level–dependent manner (Figure 2F). This was supported by our observation that haploinsufficient mice (*Lztr1*^+/–^) did not exhibit any significant phenotypes, whereas heterozygous AD mutations caused cardiac hypertrophy and other phenotypes (Figure 1, Figure 3, and Supplemental Figures 4 and 6). Our findings suggest that LZTR1 AD mutants function as dominant-negative forms of the WT protein and that only 1 heterozygous LZTR1 AD mutant is sufficient to cause NS.

RASopathies are caused by the activation of the RAS/MAPK signaling pathway. However, it is difficult to detect the activation of the pathway in most mouse models (33–35, 52). In this manuscript, the phospho-MEK1/2 and phospho-ERK1/2 levels were slightly increased in MEFs from *Lztr1* AD mutant mice under 10% serum conditions. In mouse hearts, Western blot analysis does not show the substantial increases of phospho-MEK1/2 and phospho-ERK1/2 levels, although GSEA shows MAPK activation. 

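Of the genes in the MAPK cascade list, 42 encode immune ligands, receptors, and adaptors, a division made after the values were seen. By themselves these had an NES of 1.97 (p = 3.16e-05, permutation of genes), and 36 of them were higher in *Lztr1* R409C/+ mice. The other 114 genes had an NES of -0.642 (p = 1, permutation of genes), with 55 higher. After the gene length correction, the NES was 2.03 for the immune genes and changed direction for the other genes, to 0.835. The list written by hand holds 8 of the 21 leading genes that Supplemental Table 5 prints for the paper's set of 342 genes. The division therefore cannot show which genes lie behind the paper's GSEA result. The mean score of the immune genes was higher by 0.51 in *Lztr1* R409C/+ mice, with no overlap between the genotypes, and that of the other genes by 0.010, with overlap (two-sided exact permutation test, p = 0.1 and p = 0.7, with 0.1 the smallest possible). *Ccl6* (ENSMUSG00000018927.4, chromosome 11, 83478708 to 83483913), a chemokine gene, rose from 6.43 ± 1.43 to 17.1 ± 1.31 CPM (SD, n = 3 in each group), a log2 fold change of 1.42 (standard error 0.20, adjusted p = 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the 0.05 threshold in 1 of the 6 fits that each left out 1 mouse. *Tyrobp* (ENSMUSG00000030579.11, chromosome 7, 30113170 to 30117010), which encodes an adaptor of myeloid receptors, rose from 1.90 ± 0.369 to 5.91 ± 0.953 CPM (SD, n = 3 in each group), a log2 fold change of 1.64 (standard error 0.25, adjusted p = 0.0667 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).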

The RNA-Seq results also show that the expression of *Spry4*, a negative feedback loop related gene of the MAPK signaling pathway, was upregulated in *Lztr1*^R409C/+^ mouse hearts (Supplemental Table 6). 

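*Spry4* (ENSMUSG00000024427.8) lies on chromosome 18 of GRCm39 from 38719300 to 38736025. It was measured at 11.1, 13.1, and 8.40 CPM in WT replicates 1, 2, and 3 and at 11.9, 19.2, and 15.1 CPM in *Lztr1* R409C/+ replicates 1, 2, and 3. The means were 10.9 ± 2.36 CPM (SD, n = 3) and 15.4 ± 3.68 CPM (SD, n = 3), and the groups overlapped (two-sided exact permutation test, p = 0.2, with 0.1 the smallest possible). The log2 fold change was 0.50 (standard error 0.22), with an unadjusted p of 0.0421 and an adjusted p of 0.564 over all genes tested from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 24 genes of Supplemental Table 6 alone, the adjusted p by edgeR's quasi-likelihood test was 0.587. With each mouse left out in turn, the log2 fold change stayed between 0.30 and 0.66. Its adjusted p lay between 0.463 and 0.976 over the alternatives tried. The paper's reported values in Supplemental Table 6 are a log2 fold change of 0.52, an unadjusted p of 0.0300, and a false discovery rate of 0.463. Of the 24 genes, 12 were higher and 12 lower in *Lztr1* R409C/+ mice. 2 had an unadjusted p under 0.05, namely *Spry4* and *Dusp8*, and 0 passed after Benjamini-Hochberg adjustment of the edgeR test, over the list or over all genes. *Dusp8* was lower, with a log2 fold change of -0.37 (standard error 0.17, unadjusted p = 0.0489 from edgeR's quasi-likelihood test), and *Dusp6* was higher, with 0.39 (standard error 0.20, unadjusted p = 0.0786 from edgeR's quasi-likelihood test). The genotypes did not overlap for 2 genes, *Spry1* with a log2 fold change of 0.18 and *Dusp16* with -0.15, where chance gives 10% of genes (two-sided exact permutation test, p = 0.1 for each). The log2 fold changes of the other 19 genes lay between -0.37 for *Dusp10* and 0.23 for *Dusp1*, and 12 of them changed direction under at least 1 of the alternatives fixed in advance, apart from scaling by library size only. The genes given their own values here were chosen after the values were seen, by an unadjusted p under 0.1 or no overlap between the groups.

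**Figure D2:**
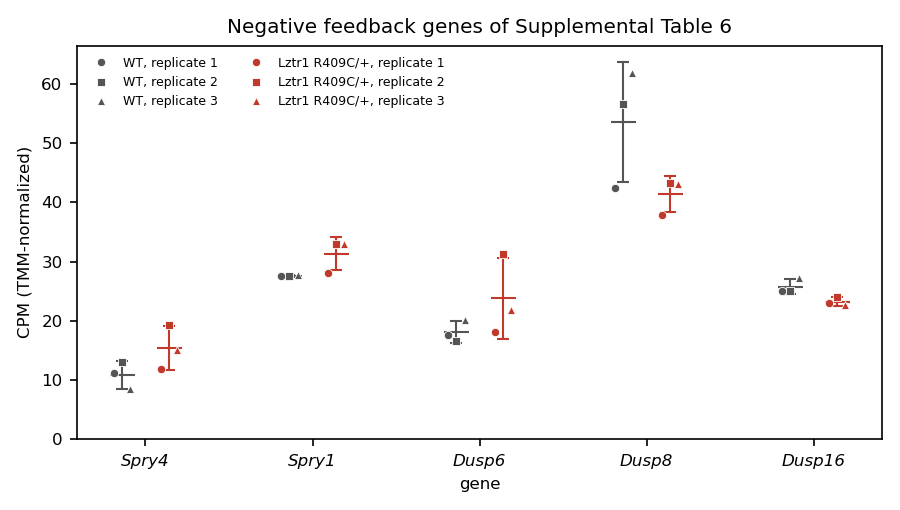
CPM (y axis, TMM-normalized) of 5 genes of Supplemental Table 6 (x axis) in the LV of each mouse. Points are mice, with symbols for the replicate number, horizontal lines are group means, and error bars are SD (n = 3). For *Spry4*, *Lztr1* R409C/+ replicate 1 lies at 11.9 CPM, below WT replicate 2 at 13.1 CPM.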

The results suggest that there might be a feedback loop in the hearts of LZTR1 AD mutant mice, and this can explain part of the reason why MAPK activation was not detected in Western blotting of heart samples. To elucidate the details of the negative feedback loop in vivo, more comprehensive data regarding LZTR1 and the RAS/MAPK signaling pathway are required. The substrate specificity of LZTR1 has not been clearly understood. It is well known that noncanonical RAS proteins, including RIT1 and MRAS, are major targets of LZTR1 (8, 11, 53). Our results from MEFs and in vitro overexpression experiments suggest that KRAS is one of the targets of LZTR1. However, KRAS expression levels were unchanged in mouse hearts (Figure 3). The results suggest the possibility of tissue specificity in the recognition of the RAS subfamily by LZTR1. Intriguingly, our previous reports indicate that LZTR1 interacted with RAF1, SHOC2, and PPP1CB and that their expression levels were not altered upon LZTR1 overexpression except for the RAS subfamily (7, 13). Based on our results and previous reports, these interacting proteins are part of the LZTR1/RAS complex and are not subjected to proteolysis by LZTR1. We have hypothesized that LZTR1 also works as a scaffold protein to facilitate the interaction between the RAS subfamily with the RAF1/SHOC2/PPP1CB complex. Further studies on tissue-specific substrates of LZTR1 and the interaction with the RAF1/SHOC2/PPP1CB complex will elucidate the negative feedback loop mechanism and help develop more efficient RAS-targeting drugs with fewer side effects for tissue-specific treatment.

The proteostasis of RAS subfamily members and other molecules regulated by LZTR1 is becoming increasingly apparent. However, the proteostatic mechanism of LZTR1 has not yet been elucidated. We show that LZTR1 was proteolyzed through the proteasome pathway and that the LZTR1 p.R412C mutation had a longer half-life than WT or other AD mutants, resulting in the accumulation of the human p.R412C/mouse p.R409C mutant in cells (HEK293 and MEFs) and in the mouse heart. Considering that LZTR1 AD mutants work in dominant-negative forms, a high expression of the LZTR1 p.R409C mutant might induce more severe phenotypes than p.G245R mutant mice. Nevertheless, *Lztr1*^R409C/+^ and *Lztr1*^G245R/+^ mice exhibited similar phenotypes in their early life stages, as evidenced by the embryos and hearts of 12-week-old mice. The transient expression of AD mutants did not result in functional differences in RAS proteostasis. On the other hand, the differences between LZTR1 AD mutant mice at later life stages remain unclear. The disruption of proteostasis induces cardiac defects and cardiovascular diseases, resulting in long-term endoplasmic reticulum stress, the unfolded protein response, and cellular senescence (54, 55). Therefore, further studies are needed to clarify the influence of LZTR1 p.R412C mutation accumulation in predicting the long-term prognosis of patients.

In summary, we identified that heterozygous AD mutations in *LZTR1* cause NS and that the mutants work as dominant-negative forms of LZTR1 WT in regulating the MAPK signaling pathway. Furthermore, we found that the MEK inhibitor trametinib was an effective drug therapy for cardiac hypertrophy in NS mice with heterozygous *LZTR1* mutation. We believe our findings open new avenues for investigating the pathogenicity of disorders with LZTR1 mutations and developing therapeutic drugs for these diseases.

## Methods

### Sex as a biological variable.

We have confirmed that female *Lztr1*^R409C/+^mice show NS-like phenotypes, including cardiac hypertrophy. To prevent the possibility that the estrous cycle might affect the body weight of female mice, we only used male mice to assess LZTR1 mutation–dependent phenotypes.

### Generation of Lztr1^R409C/+^ and Lztr1^G245R/+^ mice and animal studies.

*Lztr1*^R409C/+^ and *Lztr1*^G245R/+^ mice were generated using the CRISPR/Cas9 system with gRNA and ssDNA, as described previously (56, 57). Two sets of guide RNA and single-stranded DNA were used as single-base substitutions (Supplemental Table 1). 

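*Lztr1* (ENSMUSG00000022761.13) lies on chromosome 16 of GRCm39 from 17326299 to 17344202, on the + strand. The codon changed in R409C, CGC, lies in exon 11 of 21 at 17339393 to 17339395, and the protein of this transcript has 836 residues. The first 20 bases of the guide RNA printed in Supplemental Table 1, GTAGACAACAACATTCGCAG, match the + strand at 17339378 to 17339397, where the reference continues with the protospacer-adjacent motif TGG. As its text was read here, the sequence holds 1 further base before the motif, which was left out because the reference has none there. Whether this base is in the paper or arose in reading its text was not checked. The reference sequence with 30 bases on each side of the first base of the codon is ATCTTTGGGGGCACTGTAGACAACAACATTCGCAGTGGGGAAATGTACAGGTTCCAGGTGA. The single-stranded donor of 79 bases aligns to 17339354 to 17339432 with 1 mismatch, the substitution C1225T, counted from 1 at the first base of the coding sequence. The codon of the donor is TGC.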

*Lztr1*^+/–^ mice were generated as previously reported (31). These mice were backcrossed for over 8 generations with C57BL/6J mice. C57BL/6J mice were purchased from The Jackson Laboratory. The mice were weaned 4 weeks after birth and maintained under a 12-hour/12-hour light-dark cycle.

Before initiating the animal studies, the mice were randomized for the experiments. As shown in Figure 6, mice were fed 5 ppm trametinib- or 10 ppm rapamycin-containing diets for 8 weeks after weaning, and the collected tissues were used for each analysis. The amount of drug contained was equivalent to a 25 g mouse receiving 1 mg/kg/day of trametinib or 2 mg/kg/day of rapamycin, assuming a daily food intake of 5 g for adult mice.

### Western blot analyses.

Whole-cell lysates were prepared using RIPA buffer (50 mM Tris-HCl [pH 7.5] [Sigma-Aldrich, T1503], 150 mM NaCl [Wako Pure Chemical Industries, 191-01665], 1% Triton X-100 [Sigma-Aldrich, T8787], 0.5% sodium deoxycholate [Wako Pure Chemical Industries, 190-08313], and 0.1% SDS [Sigma-Aldrich, L3771]) and CelLytic M Cell Lysis Reagent (Sigma-Aldrich, C2978), for in vivo and in vitro experiments, respectively. Western blotting was performed using specific antibodies as described previously (31). The antibodies used are as follows: HA-tag (catalog 3724), phospho-ERK1/2 (catalog 9101), ERK1/2 (catalog 9102), phospho-MEK1/2 (catalog 9154), MEK1/2 (catalog 8727), phospho-AKT Ser473 (catalog 4060), phospho–AKT Thr308 (catalog 13038), AKT (catalog 9272), and GAPDH (catalog 2118) were purchased from Cell Signaling Technology; FLAG-tag (catalog F1804), RIT1 (catalog HPA053249), and β-actin (catalog A5316) were purchased from Sigma-Aldrich; LZTR1 (catalog sc-390166), NRAS (catalog sc-31), and CUL3 (catalog sc-166110) were from Santa Cruz Biotechnology Inc.; KRAS (catalog OP24) and pan-RAS (catalog 05-516) were purchased from Merck Millipore; and HRAS (catalog 18295-1-AP) and MRAS (catalog ab176570) were purchased from Proteintech and Abcam, respectively.

### Histological and IHC analyses.

Histological and IHC sections were prepared from the collected tissues as described previously (58) and stained with H&E, Masson’s trichrome (MT) stain, and TUNEL staining kit (Takara Bio, MK500) according to the manufacturer’s protocols. The deparaffinized sections were stained with WGA Alexa Fluor 594 conjugate (WGA-594; Thermo Fisher Scientific, W11262) to calculate the cross-sectional areas using ImageJ Fiji (NIH). Antigen-activated paraffin sections were stained with anti–Ki-67 antibodies (418071; Nichirei Bioscience). Wholemount immunostaining of embryonic back skin was performed as described previously (59).

### RNA-Seq analysis and DIA proteomic analysis.

Twelve-week-old mice were perfused with ice-cold phosphate-buffered saline, and their LVs were obtained for multi-omics analysis. Mouse hearts were lysed using TRIzol reagent (Thermo Fisher Scientific, 15596026), and total RNA and protein were extracted. Total RNA from perfused hearts was cleaned up with the RNeasy Mini kit (QIAGEN, 74106) and sequenced using a NEBNext Ultra II RNA Library Prep Kit for Illumina and Novaseq6000. Trim-galore was used to filter out low-quality reads and adapters from the fastq files of the RNA-Seq raw data. After quality checking, the data were aligned to the mouse GRCm39 genome using HISAT2. To analyze alterations in mRNA levels, rRNA data were excluded. The data were analyzed using the StringTie-edgeR pipeline. GSEA was performed with gene set sizes restricted to a minimum of 10 and a maximum of 500 genes using various R packages, including clusterProfiler, pathview, goProfiles, and enrichplot. The total protein was subjected to DIA proteomic analysis at the Kazusa DNA Research Institute (Kisarazu, Japan) (60, 61). Raw data were analyzed using DIA-NN and Perseus (62–64). Enrichment analyses of multiple DEPs were performed using Metascape software (65), and the relevant enrichment patterns across multiple protein lists and top enriched clusters are represented.

### Cell culture.

HEK293 cells (CRL-1573) were purchased from the American Type Culture Collection. A LZTR1-KO cell line (HEK293-KO) was generated as previously described (11). MEFs were generated from E13.5 embryos as previously described (31). Cells were cultured at 37°C in a 5% CO_2_ atmosphere in DMEM (Thermo Fisher Scientific, 11995073) supplemented with 10% FBS, Antibiotic-Antimycotic (Thermo Fisher Scientific, 15240062), and MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific, 11140050).

### Expression plasmids.

The LZTR1 expression plasmid was constructed as previously reported (11, 15). The cDNA was mutated via PCR using specific primer sets (Supplemental Table 2) and a KOD-Plus-Neo (Toyobo, KOD-401). We performed an LR recombination reaction to generate expression plasmids and transferred the gene of interest into pcDNA3.2 (V5-tag) using Gateway technology.

### Protein interaction assays.

Recombinant proteins were generated using a TnT T7 Quick Coupled Transcription/Translation System (Promega, L1170). In Figure 2D, in vitro*–*translated FLAG-tagged LZTR1 proteins were incubated with HEK239-KO whole-cell lysates and FLAG-M2 magnetic beads (Sigma-Aldrich, M8823), and the molecular interaction between LZTR1 mutants and RAS subfamily was examined via Western blotting. In Figure 2E, in vitro–translated proteins were mixed at the indicated protein ratios and incubated with FLAG-M2 magnetic beads for 6 hours. The immunoprecipitants were subjected to Western blot analysis.

### Statistics.

Statistical analyses were performed using the R software package. In vitro and in vivo data are presented as the mean ± SD and mean ± SEM*,* respectively. Significant differences between the control and treatment groups were assessed using the Wilcoxon–Mann–Whitney test, Dunnett’s test, or log-rank test, where applicable. A *P* value less than 0.05 was considered significant.

### Study approval.

All animal experiments were approved by the Animal Care and Use Committee of Tohoku University (2020MdA-097-06, 2020MdA-095-04, 2020MdA-100-05) and performed in accordance with the guidelines for animal experimentation at Tohoku University.

### Data availability.

RNA-Seq data were deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE254067; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254067). DIA proteomic analysis data were deposited in ProteomeXchange Consortium via the jPOST partner repository under the accession number (PXD048793, JPST002472; https://repository.jpostdb.org/entry/JPST002472; https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD048793). The raw data values for the data presented in this manuscript are accessible in the Supporting Data Values file. All other data and materials analyzed in this study are available from the corresponding author upon reasonable request.

## Author contributions

TA and YA designed the experiments. TA and KM performed the in vivo experiments. TA performed the in vitro experiments and analyzed RNA-Seq and proteome data. TN supported the data analysis of RNA-Seq. MT and ST created the genetically modified mice. TA and YA obtained funding for the study. TA wrote the draft. TA, TN, and YA revised the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
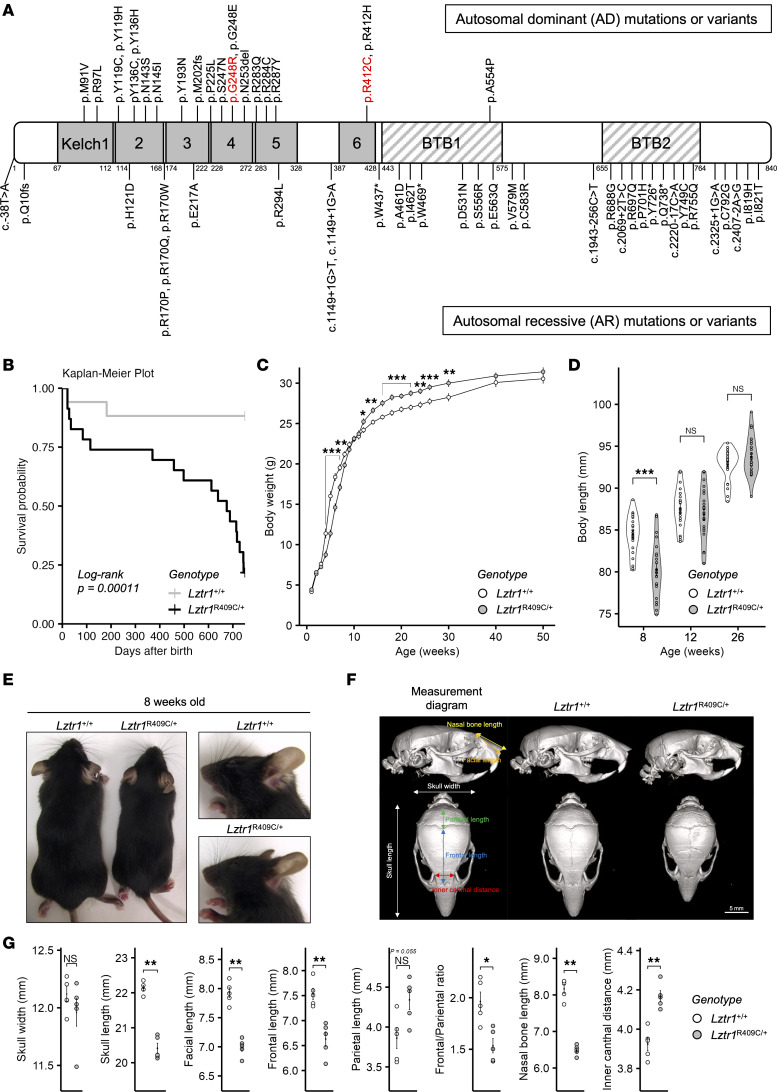
*Lztr1*^R409C/+^ mice show phenotypes similar to those in patients with NS. (**A**) A schematic structure of the representative *LZTR1* mutations and variants. The numbers under the bar denote the amino acid positions. Variants indicated above the bar are autosomal dominant mutations, whereas variants below the bar are autosomal recessive mutations. The mutations in red (p.G248R and p.R412C) correspond to the mutated sites in the mouse models generated in this study. (**B**) Kaplan-Meier survival curves of male *Lztr1*^R409C/+^ (*n* = 23) and *Lztr1*^+/+^ (*n* = 17) mice were generated by using R packagesggplot2 and survminer. (**C**) Chronological changes in body weight were calculated at the indicated time points for 1 year. (**D**) Chronological changes in body length measured at 8, 12, and 26 weeks of age. (**E**) Representative images of *Lztr1*^R409C/+^ and *Lztr1*^+/+^ male mice at 8 weeks of age. (**F** and **G**) Representative reconstructed μCT images of skulls from *Lztr1*^R409C/+^ and *Lztr1*^+/+^ male mice at 8 weeks of age (*n* = 5). Scale bar: 5 mm. Image reconstruction and various measurements were performed using 3D Slicer imaging software. Values are presented as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, using Wilcoxon–Mann–Whitney test.

**Figure 2:**
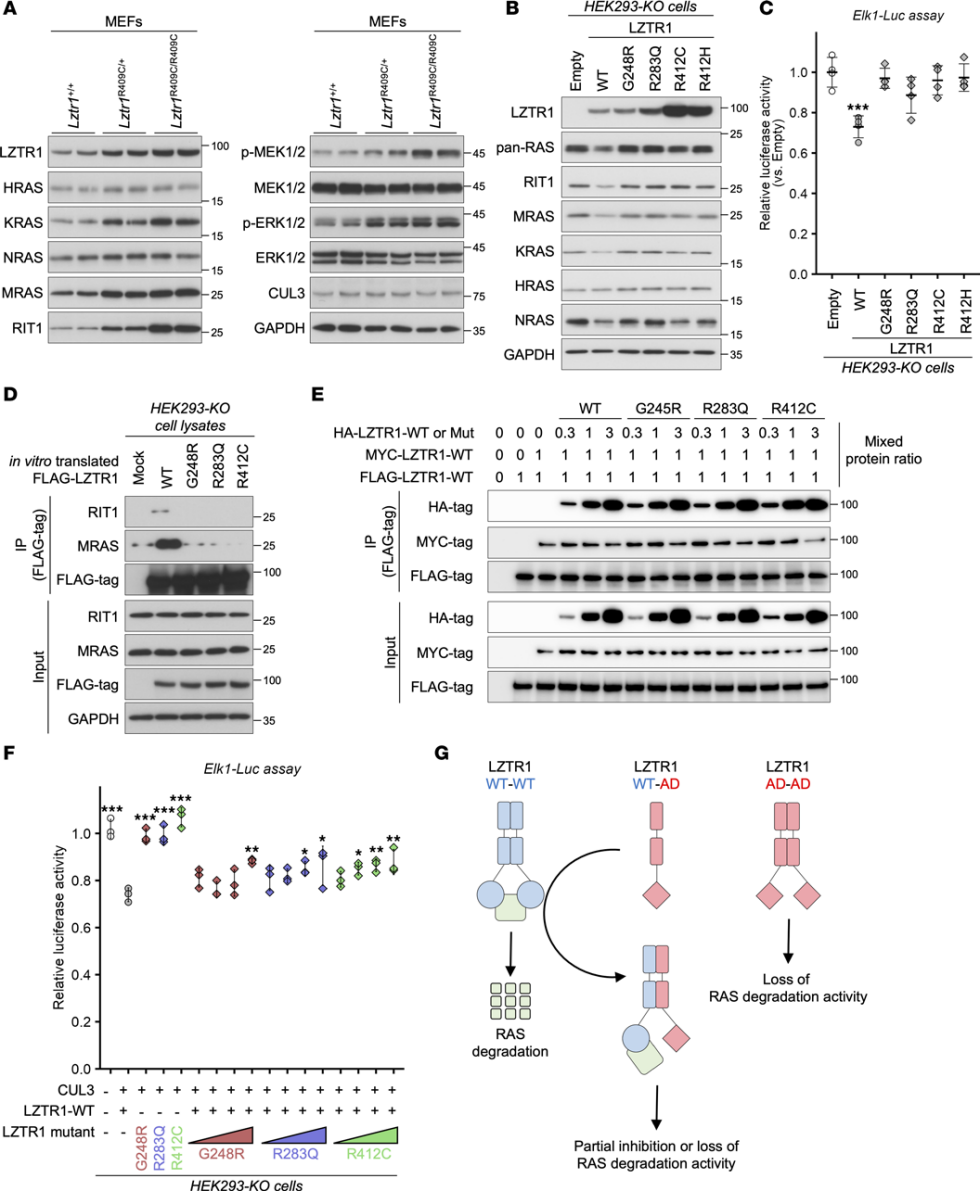
Autosomal dominant LZTR1 mutants act as dominant-negative forms of the WT LZTR1. (**A**) Mouse embryonic fibroblasts (MEFs) from *Lztr1*^+/+^, *Lztr1*^R409C/+^, and *Lztr1*^R409C/R409C^ embryos at E13.5 were analyzed using the indicated antibodies. (**B**) HEK293-KO cells were transfected with plasmids encoding WT or autosomal dominant (AD) mutants. After 48 hours, whole-cell lysates were evaluated via immunoblot analysis using each anti-RAS subfamily antibody. (**C**) HEK293-KO cells were transfected with the pFR-luc transreporter, pFA2-ELK1, pGL4.74-hRluc-TK, and the indicated expression plasmids. The Elk1-mediated transcriptional activities were evaluated under 10% serum conditions and displayed as relative values, with the empty group as a control. Values are presented as mean ± SD (*n* = 4). ***P ≤ 0.001 (versus the empty group, using Dunnett’s test). (**D**) In vitro–translated FLAG-LZTR1 WT or the indicated mutants and HEK293-KO cell lysates were incubated with FLAG-M2 magnetic beads for 12 hours, and immunoprecipitants were evaluated by immunoblotting. (**E**) In vitro translated FLAG-, MYC-, and HA-tagged LZTR1 WT or AD mutant proteins were incubated with FLAG-M2 magnetic beads for 6 hours, and the influence of HA-tagged LZTR1 proteins on the homodimerization between FLAG-LZTR1 WT and MYC-LZTR1 WT was evaluated by immunoblotting. (**F**) HEK-293KO cells were transfected with the indicated plasmids, and then the Elk1-mediated transcriptional activities were analyzed as shown in **C**. Values are presented as mean ± SD (*n* = 3). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 vs. the CUL3/LZTR1-WT group, using Dunnett’s test. (**G**) Schematic of LZTR1 dimerization and its effect on RAS degradation.

**Figure 3:**
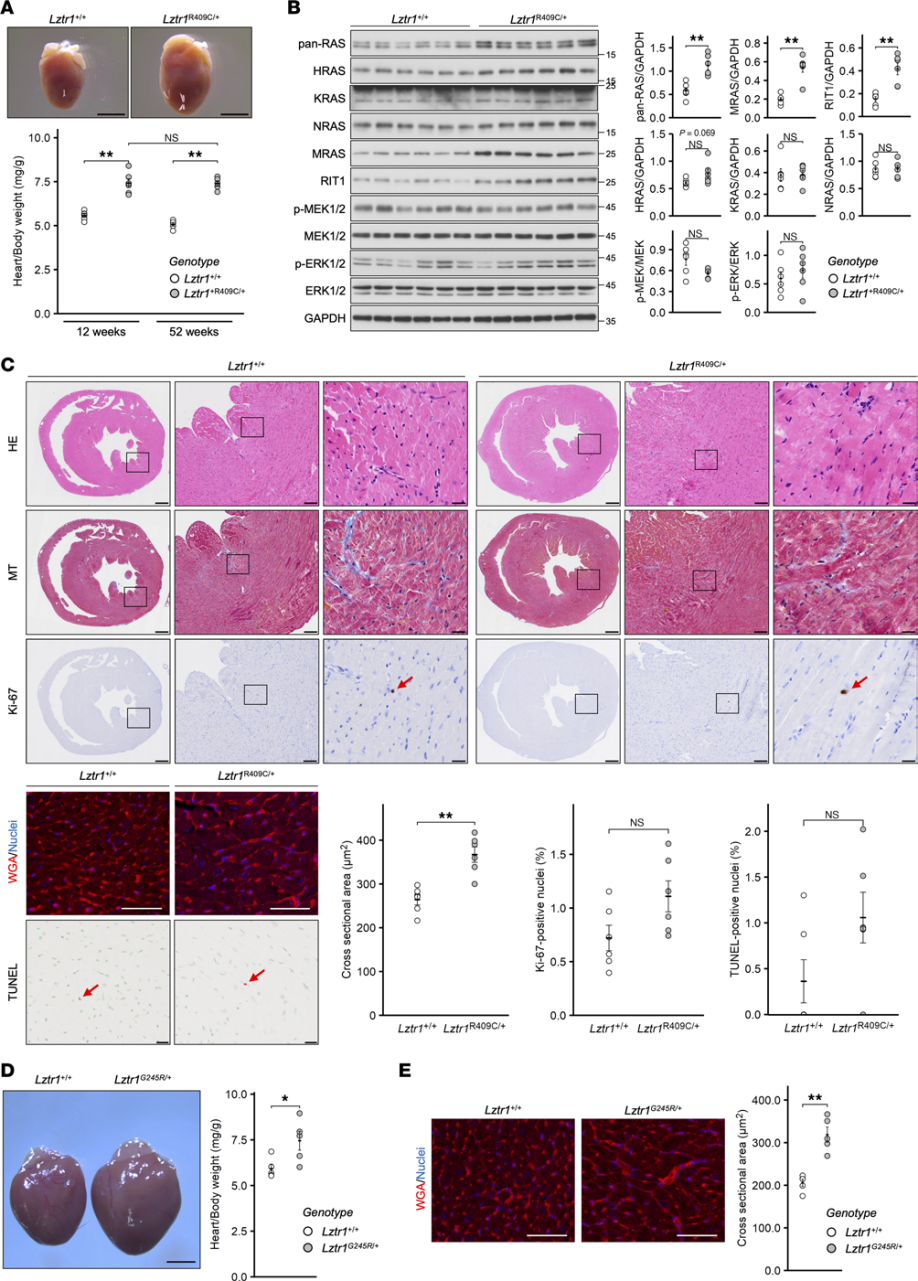
*Lztr1*^R409C/+^ and *Lztr1*^G245R/+^ mice exhibit cardiac hypertrophy and high expression of the RAS subfamily proteins. (**A**) Hearts were collected from *Lztr1*^R409C/+^ and *Lztr1*^+/+^ male mice at 12 and 52 weeks of age. The heart/body weight ratio was calculated. Scale bars: 2 mm. Values are presented as the mean ± SEM (*n* = 6 or 5). (**B**) Left ventricle lysates from 12-week-old mice were analyzed via immunoblotting with the indicated antibodies. Values are presented as the mean ± SEM (*n* = 6). **P ≤ 0.01, using Wilcoxon–Mann–Whitney test. (**C**) Hearts of 12-week-old mice were fixed and embedded in paraffin, and the paraffin-embedded sections were stained with H&E, Masson’s trichrome (MT), anti–Ki-67 antibody (scale bars: 500 μm [left], 100 μm [middle], or 20 μm [right]), WGA (scale bars: 50 μm), and TUNEL staining kit (scale bars: 20 μm). The cross-sectional areas of the WGA^+^ regions and the number of Ki-67^+^ and TUNEL^+^ nuclei were calculated using ImageJ Fiji software. The red arrows show stain-positive nuclei. Values are presented as the mean ± SEM (*n* = 6). **P ≤ 0.01, using Wilcoxon–Mann–Whitney test. (**D** and **E**) Samples were collected from *Lztr1*^G245R+^ and *Lztr1*^+/+^ male mice at 12 weeks of age. The heart/body weight ratio was then calculated. Scale bars: 2 mm (**D**). The cross-sectional areas of the WGA^+^ regions were calculated using ImageJ Fiji software, as in **C**. Scale bars: 50 μm (**E**). Values are presented as the mean ± SEM (*n* = 5). **P ≤ 0.05, **P ≤ 0.01, using Wilcoxon–Mann–Whitney test.

**Figure 4:**
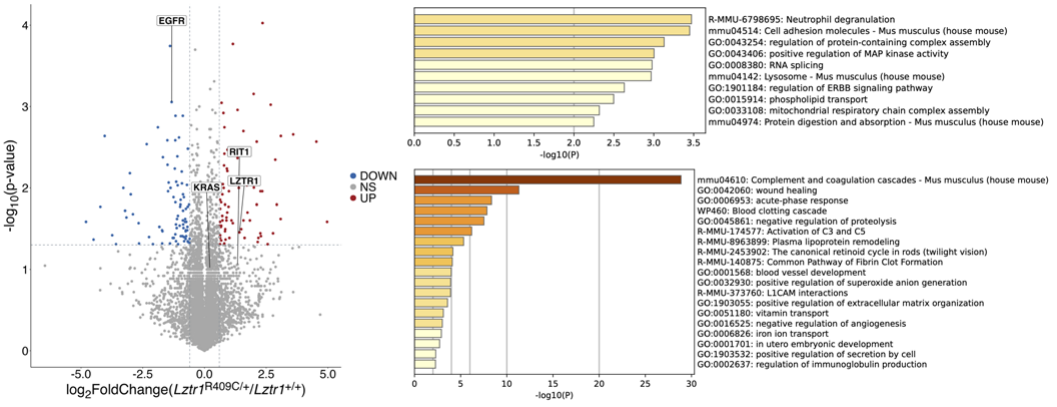
DIA proteome analysis of LVs from *Lztr1*^R409C/+^ and *Lztr1*^+/+^ mice at 12 weeks of age. Volcano plot of DIA proteome analysis data (*n* = 3). For differentially expressed proteins (DEPs), thresholds were defined as an adjusted *P* value less than 0.05 and a log_2_ fold change larger than |0.6|. Upregulated or downregulated proteins are shown in red and blue, respectively. Enrichment analyses of multiple DEPs were performed using Metascape, and the relevant enrichment patterns across multiple protein lists and the top enriched clusters are represented.

**Figure 5:**
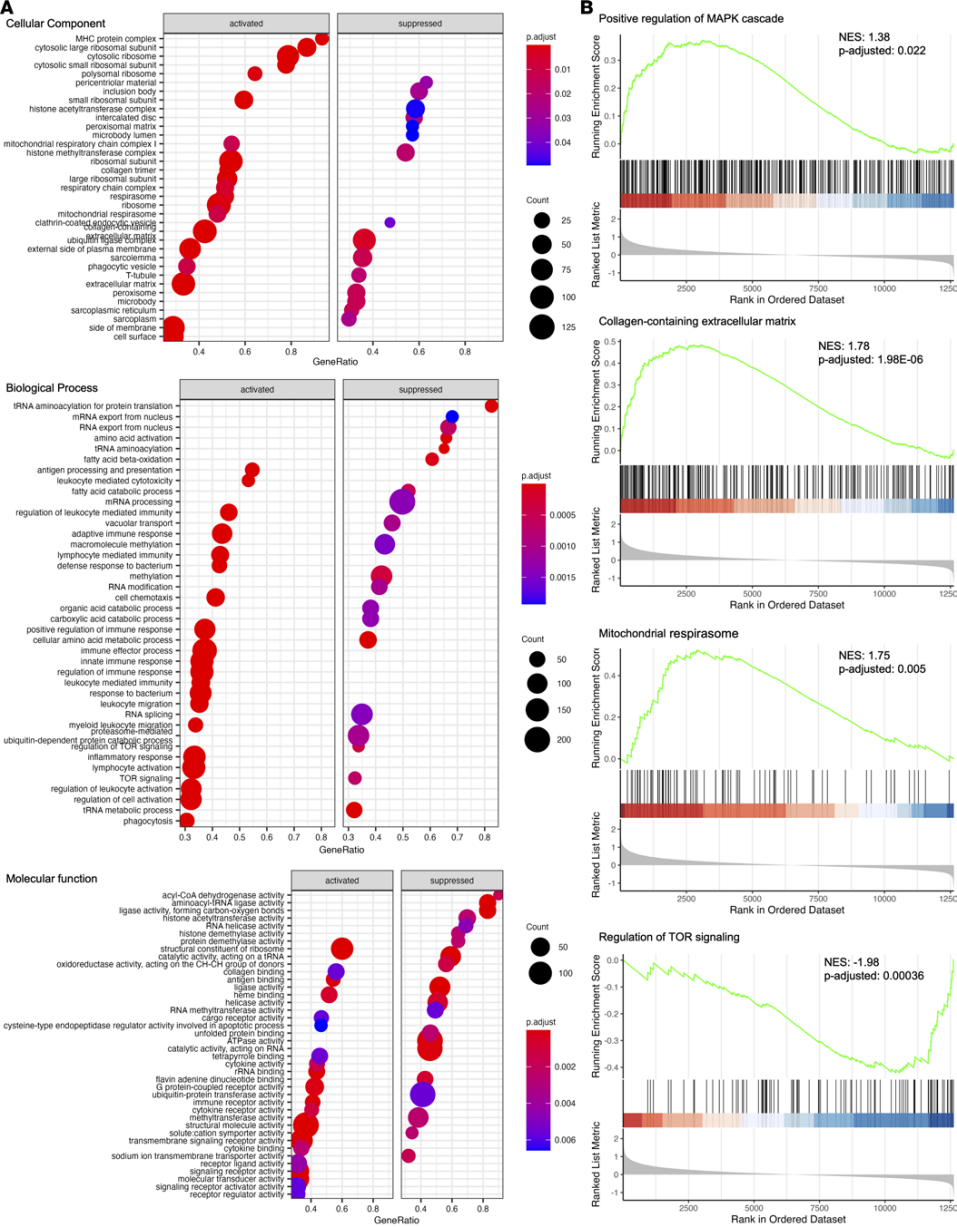
mRNA-Seq demonstrates that autosomal dominant LZTR1 mutant induced the activation of MAPK signaling. mRNA-Seq analyses were performed using RNAs from the left ventricles (*n* = 3), followed by gene ontology (GO) and gene set enrichment analysis (GSEA). (**A**) Representative GO plots, including cellular components, molecular functions, and biological processes. (**B**) Representative GSEA plots showing differentially expressed genes enriched in the indicated gene sets.

**Figure 6:**
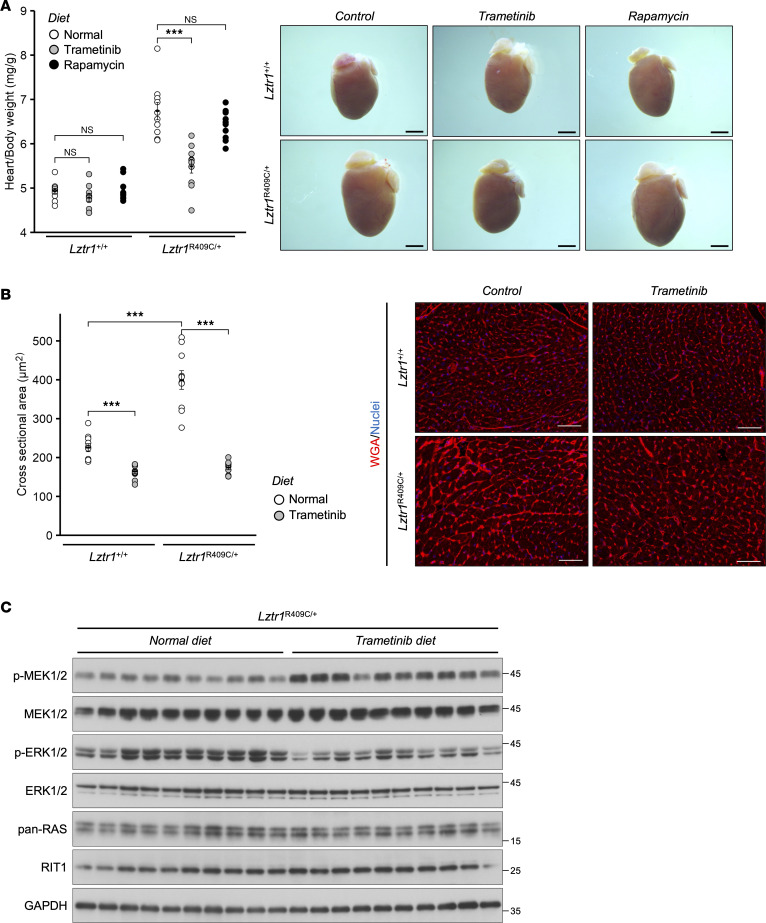
Treatment with the MEK inhibitor trametinib ameliorates cardiac hypertrophy in *Lztr1*^R409C/+^ mice. Mice were fed diets containing 5 ppm trametinib or 10 ppm rapamycin for 8 weeks after weaning, and the collected tissues were used for each analysis. (**A**) The heart/body weight ratio was calculated. Values are presented as the mean ± SEM (*n* = 10). ***P ≤ 0.001, using Wilcoxon–Mann–Whitney test. Scale bars: 2 mm. (**B**) Representative images of wheat germ agglutinin (WGA) staining. The cross-sectional areas of the WGA^+^ regions were calculated using ImageJ software. Scale bars: 50 μm. Values are presented as the mean ± SEM (*n* = 10). ***P ≤ 0.001, using Wilcoxon–Mann–Whitney test. (**C**) Immunoblot analysis of left ventricles from *Lztr1*^R409C/+^ mice was performed with the indicated antibodies.

# Supplementary material for: Dysregulation of RAS proteostasis by autosomal-dominant LZTR1 mutation induces Noonan syndrome–like phenotypes in mice
**Source:** JCI Insight. 2024 Nov 22;9(22):e182382. doi: 10.1172/jci.insight.182382
**Supplement:** Supplemental data

Supplementary Materials

Supplementary Figures

**A**

|             |                                                              |     |
|-------------|--------------------------------------------------------------|-----|
| Human_LZTR1 | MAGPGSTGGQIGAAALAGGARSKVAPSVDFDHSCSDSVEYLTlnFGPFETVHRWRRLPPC | 60  |
| Mouse_LZTR1 | ---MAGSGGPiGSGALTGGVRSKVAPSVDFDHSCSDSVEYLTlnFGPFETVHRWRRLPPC | 57  |
|             | . . : ** ** : . ** : ** . *****                              |     |
| Human_LZTR1 | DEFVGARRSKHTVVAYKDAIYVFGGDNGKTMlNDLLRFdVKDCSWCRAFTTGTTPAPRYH | 120 |
| Mouse_LZTR1 | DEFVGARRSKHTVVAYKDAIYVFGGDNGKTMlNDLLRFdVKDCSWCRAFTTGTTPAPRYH | 117 |
|             | *****                                                        |     |
| Human_LZTR1 | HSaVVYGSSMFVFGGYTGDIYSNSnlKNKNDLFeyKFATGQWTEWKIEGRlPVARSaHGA | 180 |
| Mouse_LZTR1 | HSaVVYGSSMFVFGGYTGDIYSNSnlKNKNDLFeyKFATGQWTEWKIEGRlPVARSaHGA | 177 |
|             | *****                                                        |     |
| Human_LZTR1 | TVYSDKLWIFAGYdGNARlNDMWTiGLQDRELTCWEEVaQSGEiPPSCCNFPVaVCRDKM | 240 |
| Mouse_LZTR1 | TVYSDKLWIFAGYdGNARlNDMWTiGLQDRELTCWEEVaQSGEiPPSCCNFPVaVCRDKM | 237 |
|             | *****                                                        |     |
|             | human p.G248/mouse p.G245                                    |     |
| Human_LZTR1 | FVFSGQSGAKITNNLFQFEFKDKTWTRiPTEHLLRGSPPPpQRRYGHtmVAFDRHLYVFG | 300 |
| Mouse_LZTR1 | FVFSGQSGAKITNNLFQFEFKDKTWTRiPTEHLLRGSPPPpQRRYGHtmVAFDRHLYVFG | 297 |
|             | *****                                                        |     |
| Human_LZTR1 | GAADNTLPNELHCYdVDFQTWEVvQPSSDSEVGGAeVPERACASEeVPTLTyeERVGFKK | 360 |
| Mouse_LZTR1 | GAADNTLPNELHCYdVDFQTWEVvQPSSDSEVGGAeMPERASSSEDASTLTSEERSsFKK | 357 |
|             | ***** : *** . : ** : . *** *** . ***                         |     |
|             | human p.R412/mouse p.R409                                    |     |
| Human_LZTR1 | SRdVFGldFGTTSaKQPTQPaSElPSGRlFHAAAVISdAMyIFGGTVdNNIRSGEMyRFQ | 420 |
| Mouse_LZTR1 | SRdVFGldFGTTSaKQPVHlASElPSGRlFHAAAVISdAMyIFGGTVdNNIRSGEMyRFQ | 417 |
|             | ***** . : *****                                              |     |

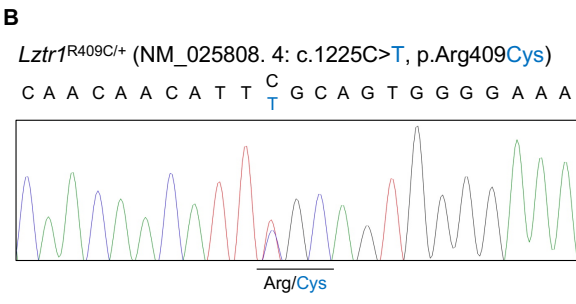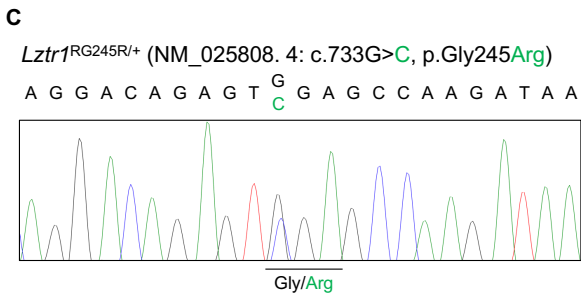

# Supplementary Figure 1. Gene-mutated sites in *Lztr1* mutant mice.

Graphical representation of the homology of the LZTR1 protein sequence between humans and mice. Blue and green markers show human p.G248/mouse p.G245 and human p.R412/mouse p.R409 sites, respectively.

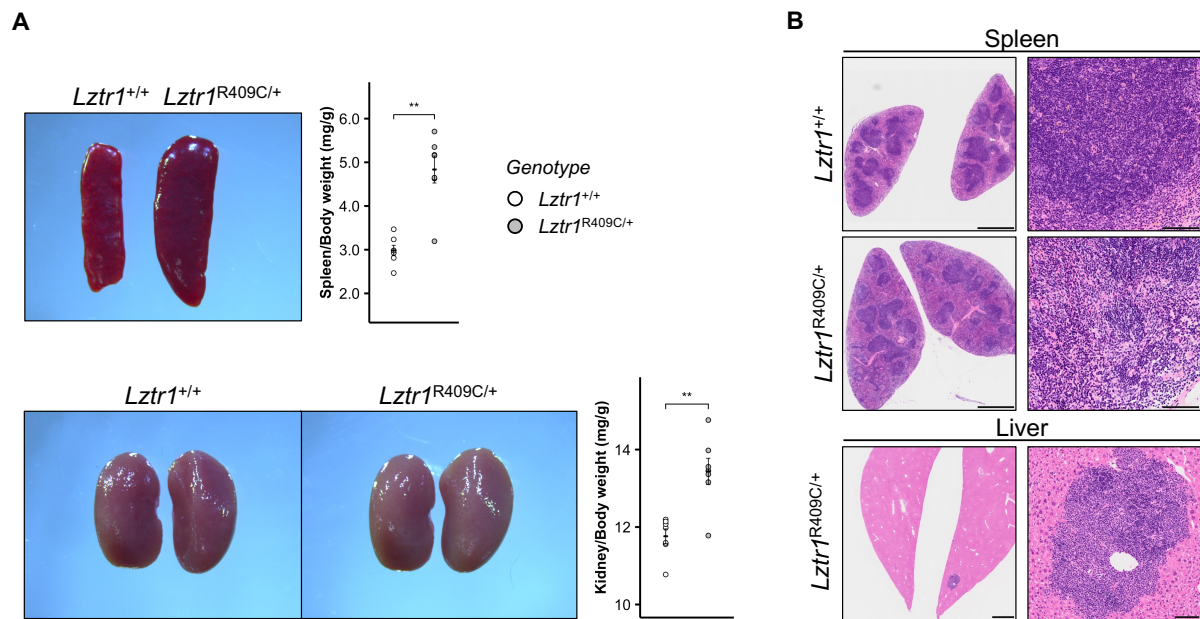

## Supplementary Figure 2. *Lztr1*<sup>R409C/+</sup> mice showed splenomegaly and renal hypertrophy.

Samples were collected from *Lztr1*<sup>R409C/+</sup> and *Lztr1*<sup>+/+</sup> male mice at 12 weeks of age.

(A) Spleen or kidney-to-body weight ratio was calculated. Values are presented as mean

± SEM (n = 6). \*\**p* ≤ .01 (Wilcoxon-Mann-Whitney test). (B) HE-stained sections of spleen

and liver. Scale bars indicate 1 mm or 100 μm.

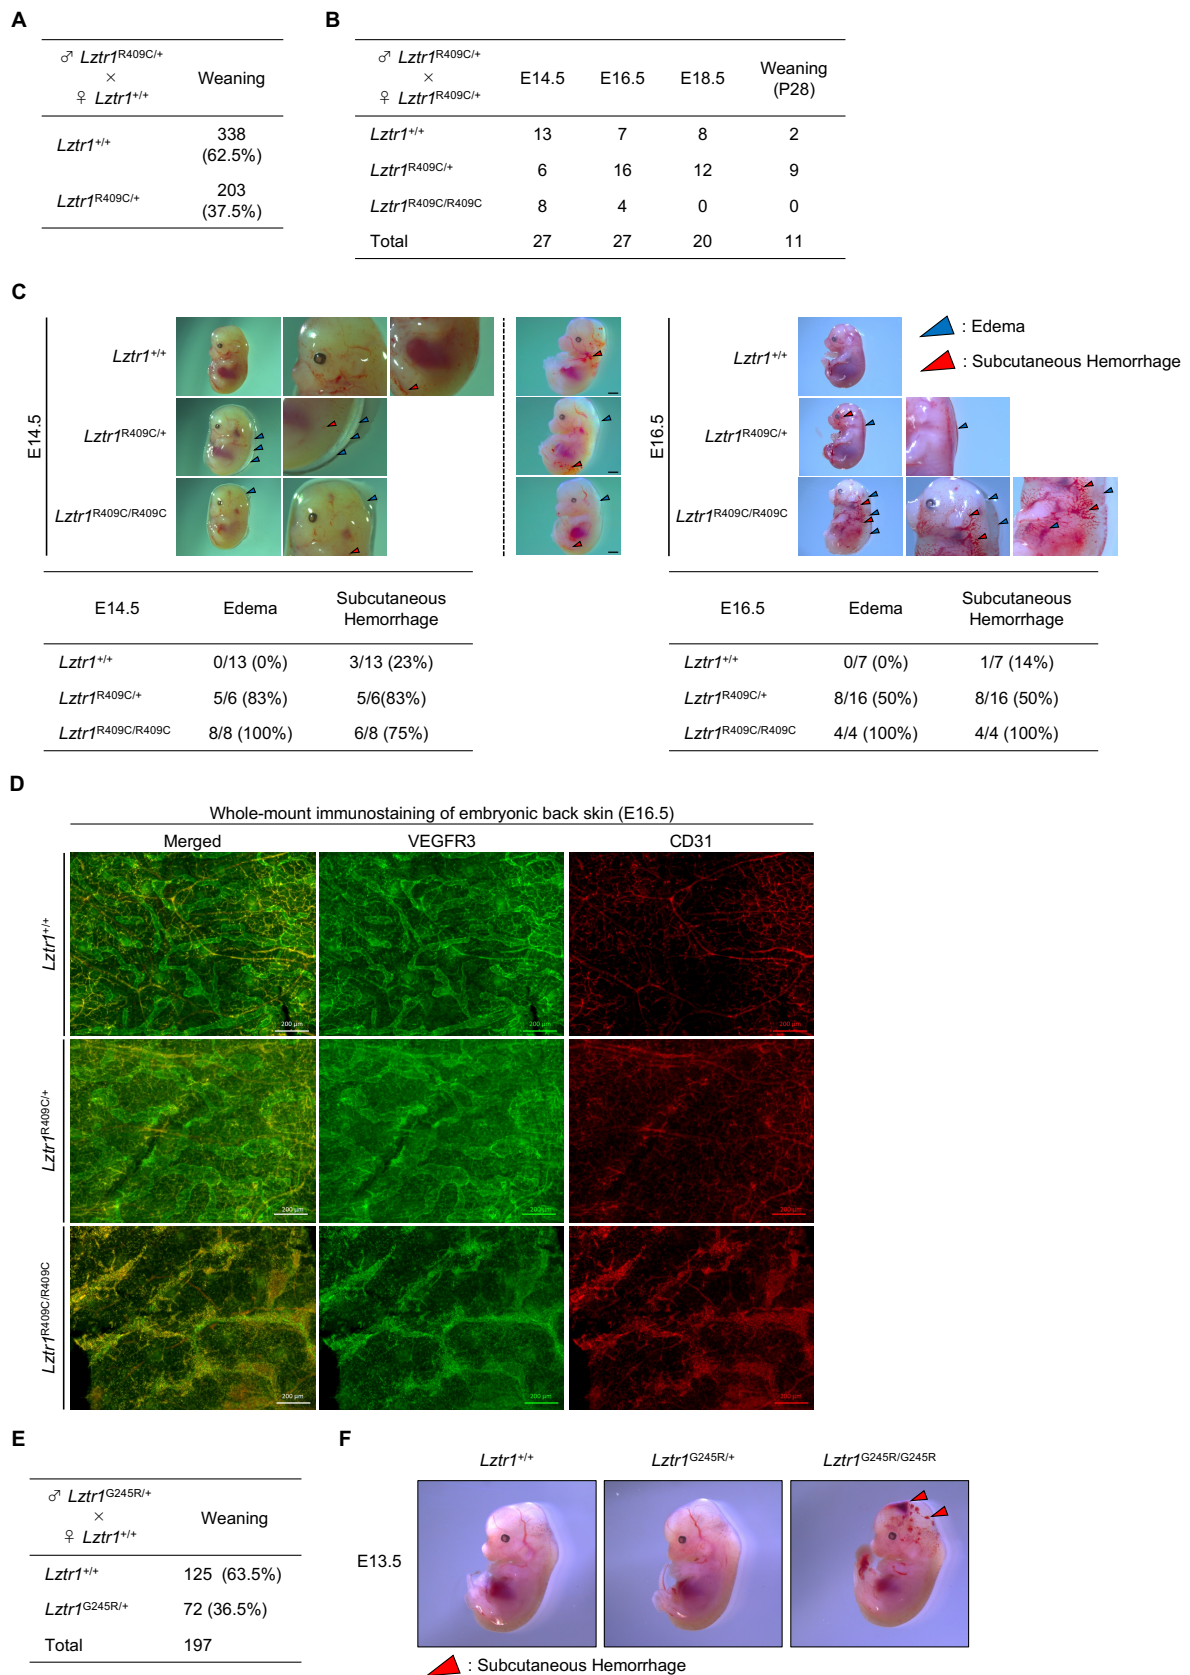

1

2 **Supplementary Figure 3. Embryonic analysis of the *Lztr1*<sup>R409C/+</sup> mice.**

(A) Genotypes of pups obtained from intercrosses between male *Lztr1*<sup>R409C/+</sup> and female *Lztr1*<sup>+/+</sup> mice. We used the mice for analyzing their postnatal phenotypes. (B) Genotypes of pups and embryos from intercrosses between male *Lztr1*<sup>R409C/+</sup> and female *Lztr1*<sup>R409C/+</sup> mice. (C) Representative images of embryos at E14.5 and E16.5. Blue and red arrowheads indicate edema and subcutaneous hemorrhage, respectively. (D) Whole-mount immunostaining of embryonic back skins was performed using E16.5 embryos from *Lztr1*<sup>+/+</sup>, *Lztr1*<sup>R409C/+</sup>, *Lztr1*<sup>R409C/R409C</sup>. The back skins were stained with anti-VEGFR3 antibody (green) and anti-CD31 (red) antibody. Scale bar, 200  $\mu$ m. (E) Genotypes of pups from the intercrosses between male *Lztr1*<sup>G245R/+</sup> and female *Lztr1*<sup>+/+</sup> mice. (F) Representative images of the embryos at E13.5. Blue and red arrowheads indicate edema and subcutaneous hemorrhage, respectively.

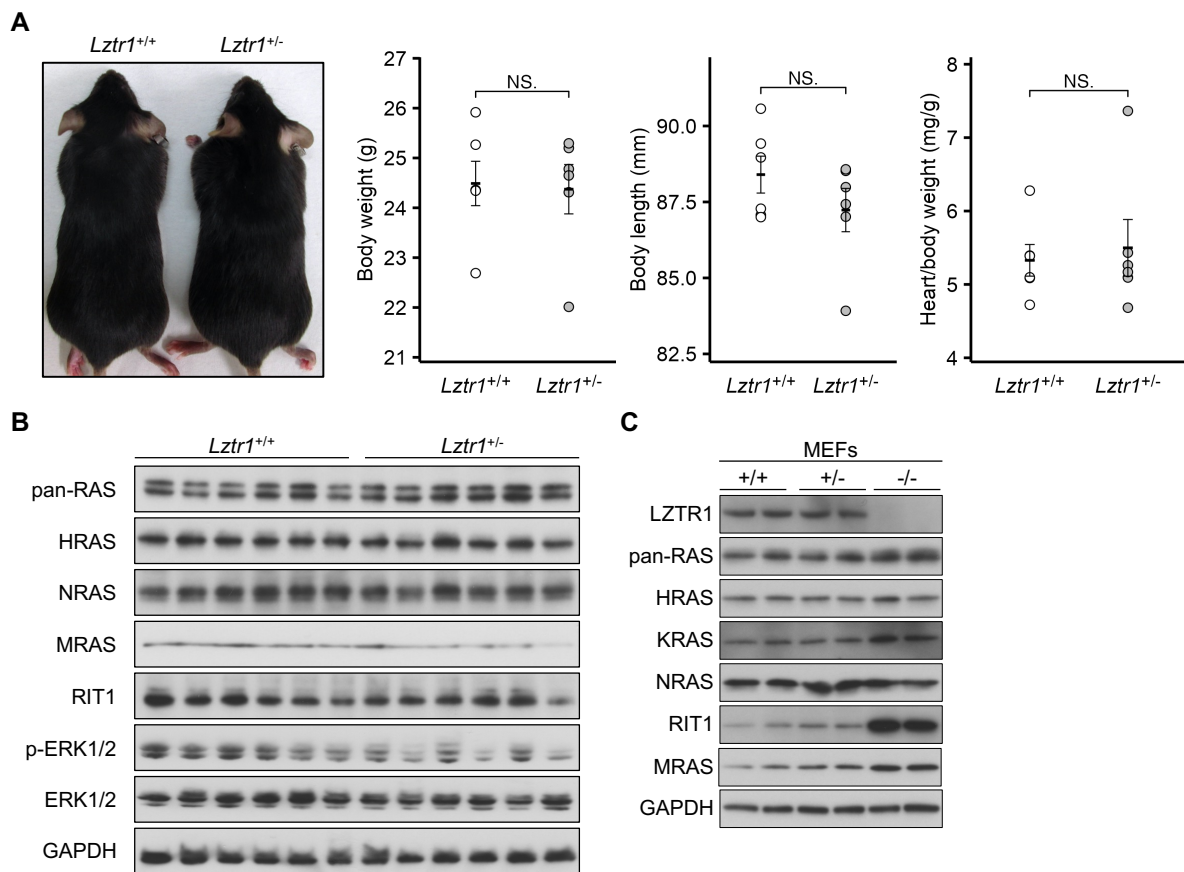

1 **Supplementary Figure 4. *LztrI*<sup>+/-</sup> mice exhibited no NS-like phenotypes.**  
2 (A) Representative images of *LztrI*<sup>+/-</sup> and *LztrI*<sup>+/+</sup> male mice at 12 weeks of age. Body  
3 weight, body length, and heart-to-body weight ratio were calculated. Values are presented as  
4 the mean ± SEM (n = 6). NS: not significant (Wilcoxon-Mann-Whitney test). (B, C)  
5 Immunoblot analysis of LVs or MEFs was performed using the indicated antibodies.

6

7

8

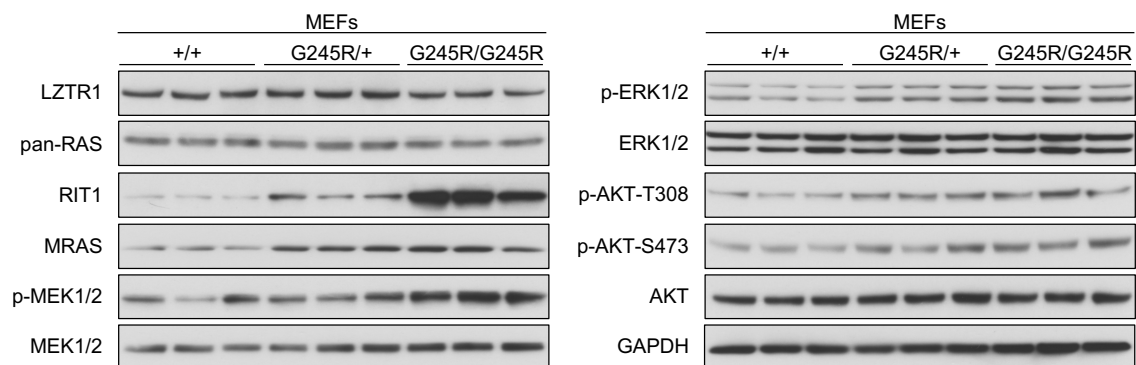

**Supplementary Figure 5. The analysis of RAS expression levels in MEFs from *Lztr1*<sup>+/+</sup>, *Lztr1*<sup>G245R/+</sup>, and *Lztr1*<sup>G245R/G245R</sup> embryos.**

MEFs from *Lztr1*<sup>+/+</sup>, *Lztr1*<sup>G245R/+</sup>, and *Lztr1*<sup>G245R/G245R</sup> embryos at E13.5 were analyzed using the indicated antibodies.

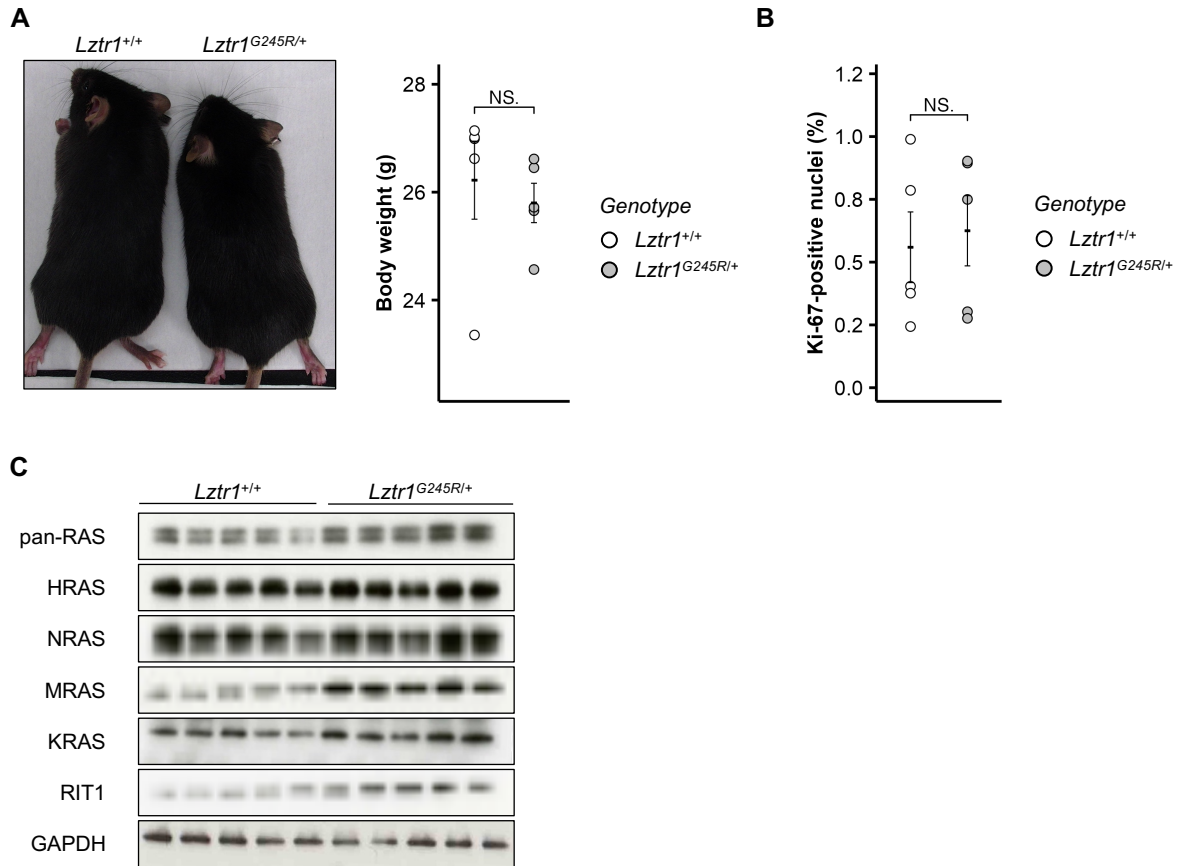

**Supplementary Figure 6. *Lztr1*<sup>G245R/+</sup> mice exhibited NS patient-like phenotypes.**

Samples were collected from *Lztr1*<sup>G245R/+</sup> and *Lztr1*<sup>+/+</sup> male mice at 12 weeks of age. (A)

Representative images of mice. The body weight was calculated at 12 weeks of age. (B)

Paraffin-embedded sections were stained with anti Ki-67 antibody. The Ki-67 positive nuclei was calculated using the ImageJ Fiji. Values are presented as the mean  $\pm$  SEM (n = 5).

\* $p \leq .05$ , \*\* $p \leq .01$ , NS: not significant (Wilcoxon-Mann-Whitney test). (C) Immunoblot analysis was performed using the indicated antibodies.

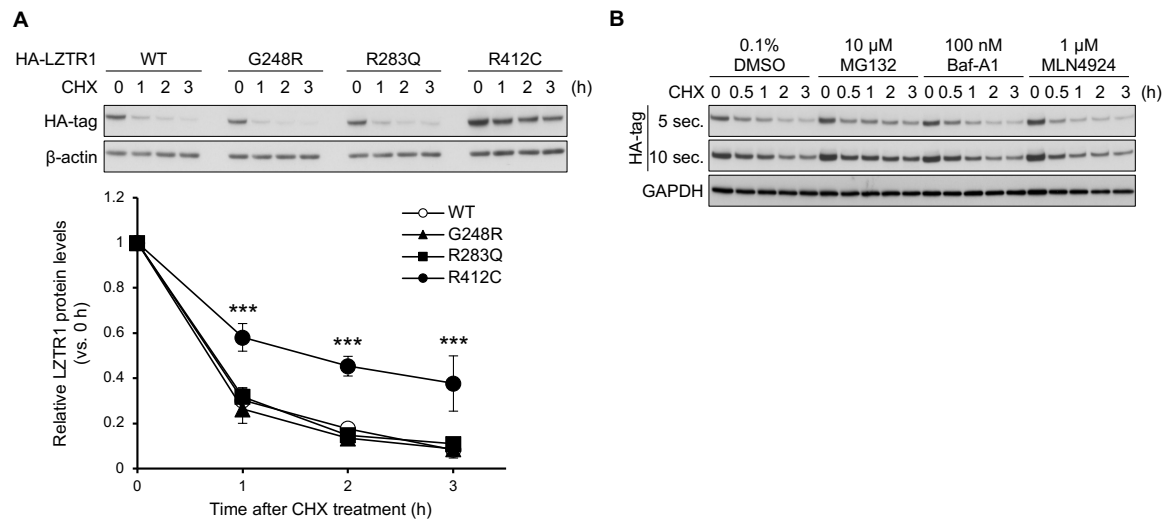

## Supplementary Figure 7. Cycloheximide chase assay to estimate the protein stability of LZTR1.

(A) HEK293 cells were transfected with the indicated plasmids and treated with 50 μg/ml cycloheximide for 1-3 hours. LZTR1 protein levels were evaluated by immunoblotting with anti-HA-tag and anti-GAPDH antibodies. Values are presented as mean ± SEM (n = 3). \*\*\*p ≤ .001 (vs. WT group, Wilcoxon-Mann-Whitney test). (B) HEK293 cells were transfected with HA-LZTR1-pcDNA and then treated with 50 μg/ml cycloheximide with 0.1% DMSO, 10 μM MG132, 100 nM bafilomycin A1 (Baf-A1), or 1 μM MLN4924. LZTR1 protein levels were evaluated by immunoblotting, as shown in Fig. S8A.

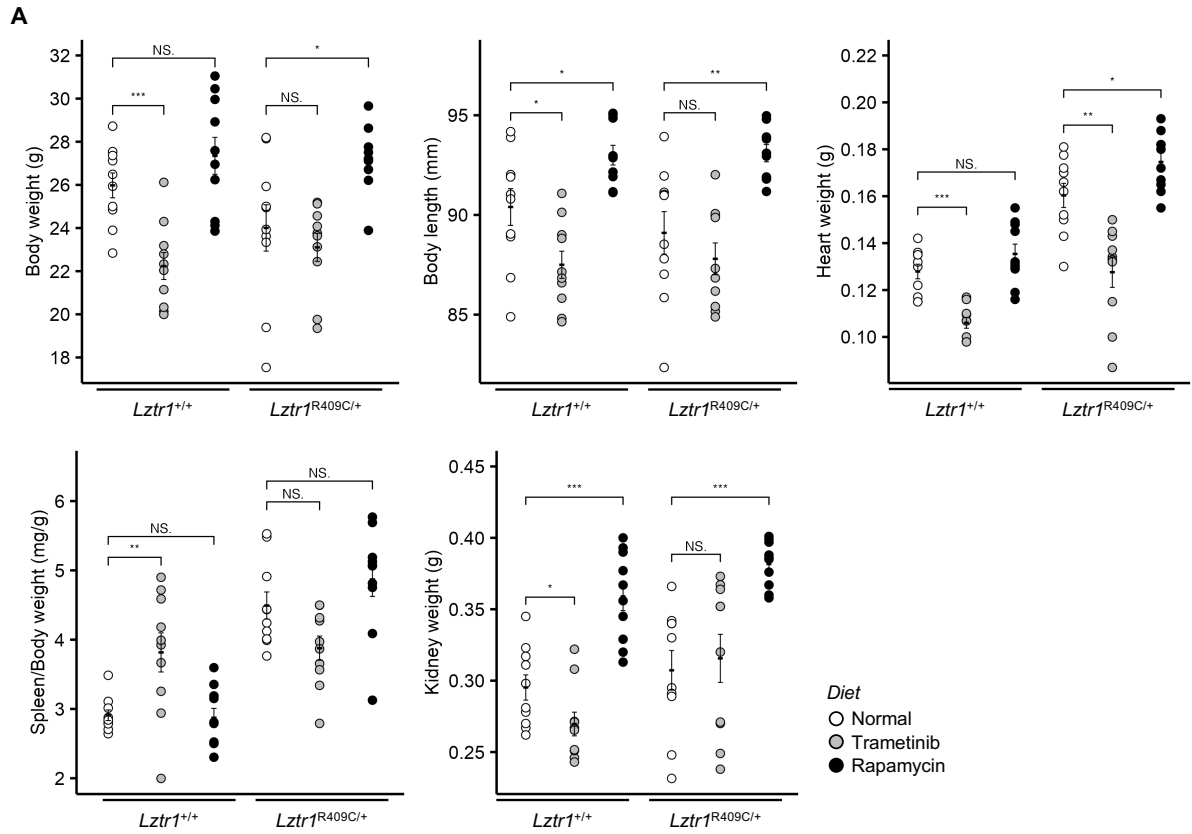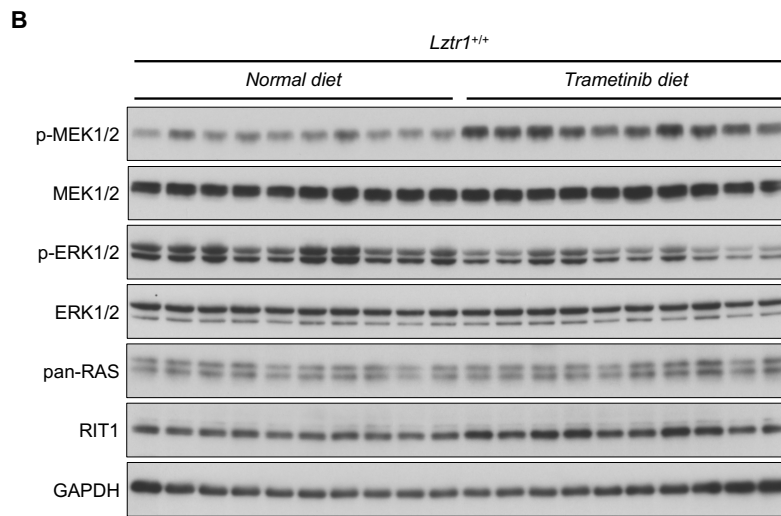

## Supplementary Figure 8. Effect of treatment with trametinib and rapamycin in

*Lztr1<sup>R409C/+</sup>* and *Lztr1<sup>+/+</sup>* mice.

Mice were fed 5 ppm trametinib- or 10 ppm rapamycin-containing diets for 8 weeks after weaning, and the collected tissues were used for each analysis. (A) Measurement of body weight, body length, and weight of each tissue. Values are presented as mean  $\pm$  SEM (n =

1 10).  $*p \leq .05$ ,  $**p \leq .01$ ,  $***p \leq .001$  NS: not significant (Wilcoxon-Mann-Whitney test). **(B)**

2 Immunoblot analysis was performed with the indicated antibodies using LVs from *LztrI*<sup>+/+</sup>

3 mice.

4

## Supplementary Tables

**Supplementary Table 1. The gRNAs and ssDNAs were used for mouse generation.**

| Name                                      | Sequence (5' to 3')                                                                  |
|-------------------------------------------|--------------------------------------------------------------------------------------|
| gRNA for <i>Lztr1</i> <sup>R409C/+</sup>  | GTAGACAACAACATTCGCAGT <u>TGG</u>                                                     |
| ssDNA for <i>Lztr1</i> <sup>R409C/+</sup> | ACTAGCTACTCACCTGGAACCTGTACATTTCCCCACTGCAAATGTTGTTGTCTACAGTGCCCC<br>CAAAGATGTACATGGC  |
| gRNA for <i>Lztr1</i> <sup>G245R/+</sup>  | TTCGTGTTCTCAGGACAGAGT <u>TGG</u>                                                     |
| ssDNA for <i>Lztr1</i> <sup>G245R/+</sup> | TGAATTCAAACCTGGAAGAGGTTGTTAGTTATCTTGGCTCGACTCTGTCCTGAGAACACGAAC<br>ATCTTATCCCGGCACAC |

The protospacer-adjacent motif is underlined in the gRNA sequences.

**Supplementary Table 2. Primers used for construct preparation.**

| Name                    | Sequence (5' to 3')       | Reverse primer (5' to 3')  |
|-------------------------|---------------------------|----------------------------|
| LZTR1-R412C_mutagenesis | TGCAGCGGGGAGATGTACAGGTTCC | GATGTTGTTGTCCACCGTGCCCCCG  |
| LZTR1-R412H_mutagenesis | ACAGCGGGGAGATGTACAGGTTCC  | GGATGTTGTTGTCCACCGTGCCCCCG |

# Supplementary material for: Dysregulation of RAS proteostasis by autosomal-dominant LZTR1 mutation induces Noonan syndrome–like phenotypes in mice
**Source:** JCI Insight. 2024 Nov 22;9(22):e182382. doi: 10.1172/jci.insight.182382
**Supplement:** Unedited blot and gel images

1    **Full unedited blot for Fig. 2A**

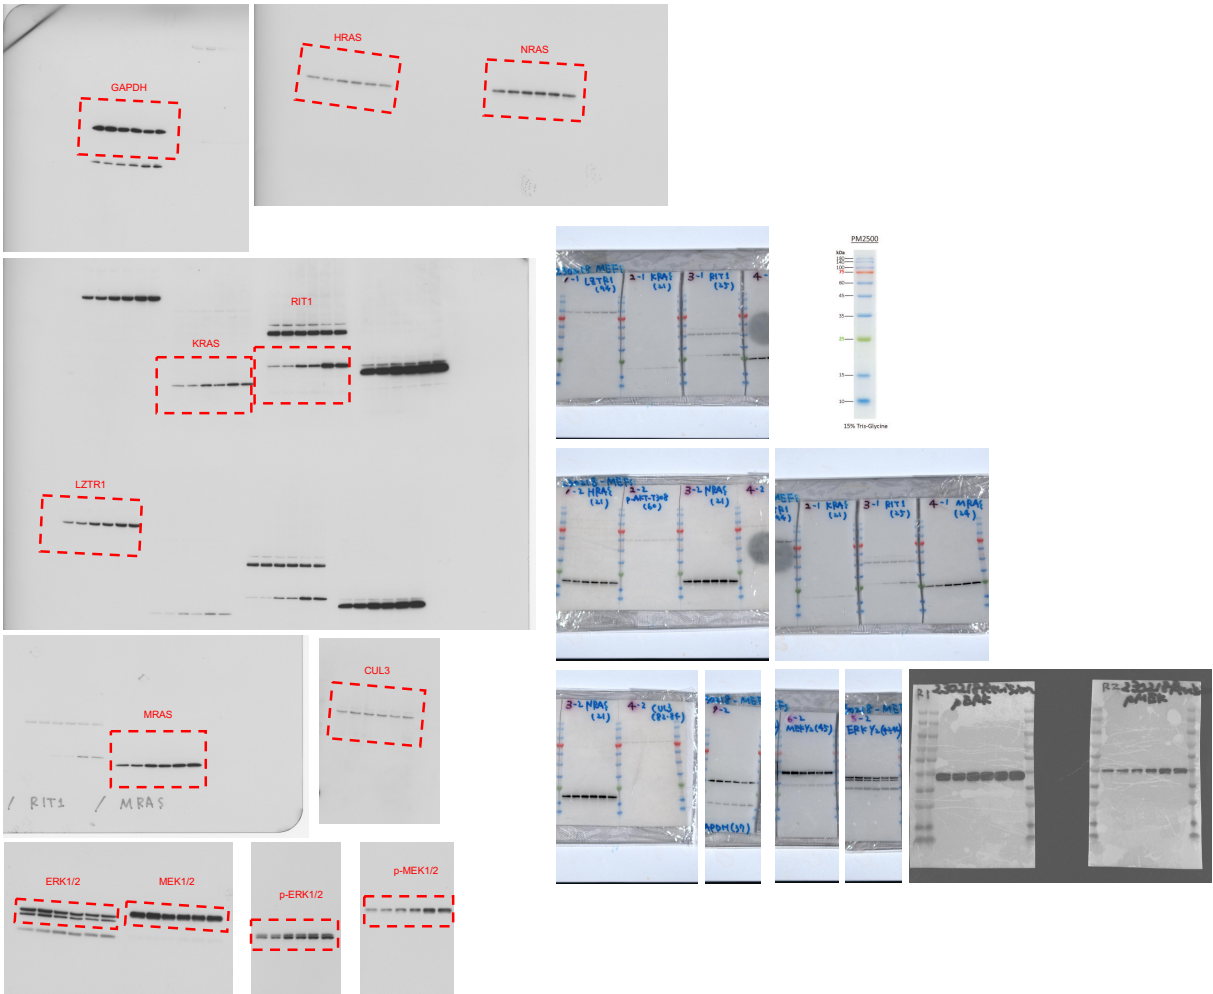

2

3

4

5 Full unedited blot for Fig. 2B

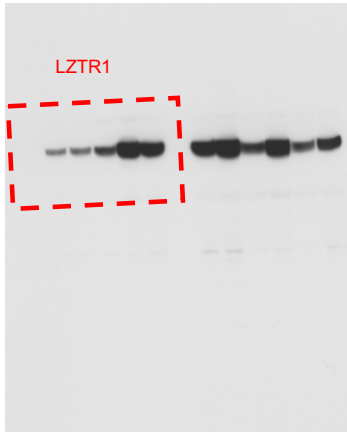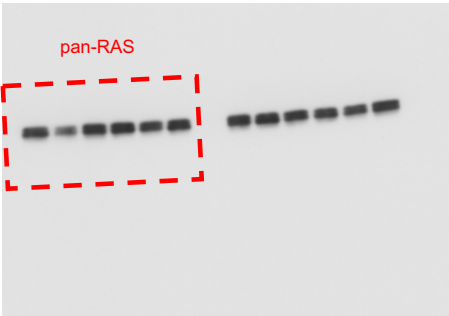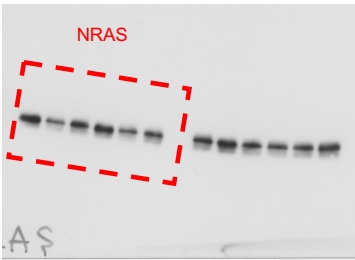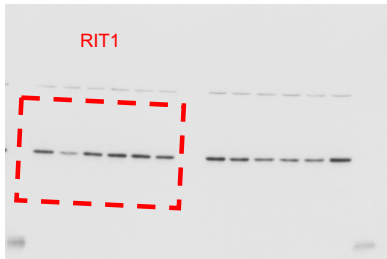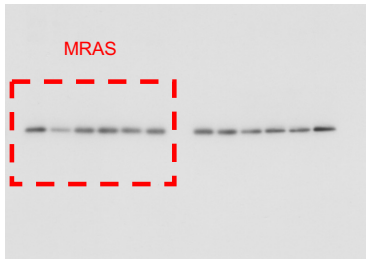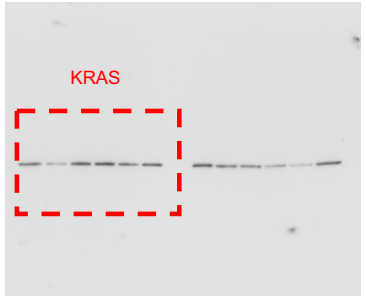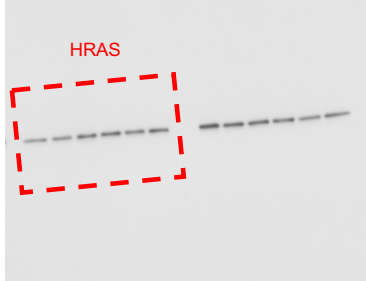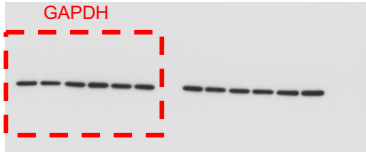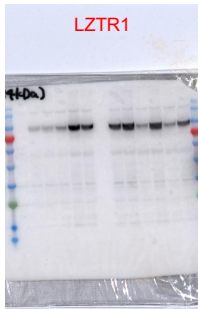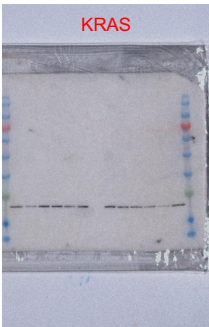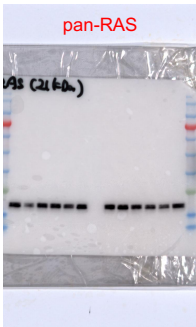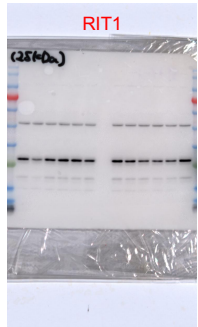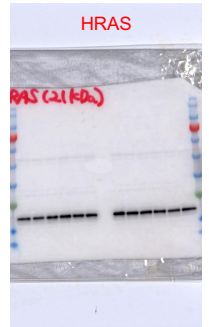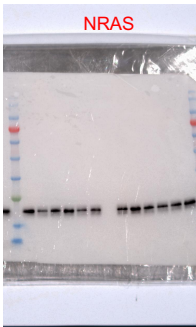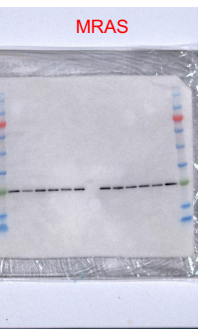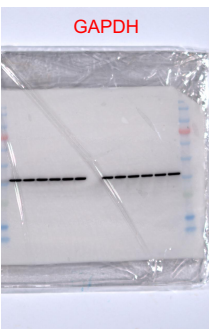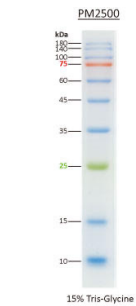

7    **Full unedited blot for Fig. 2D**

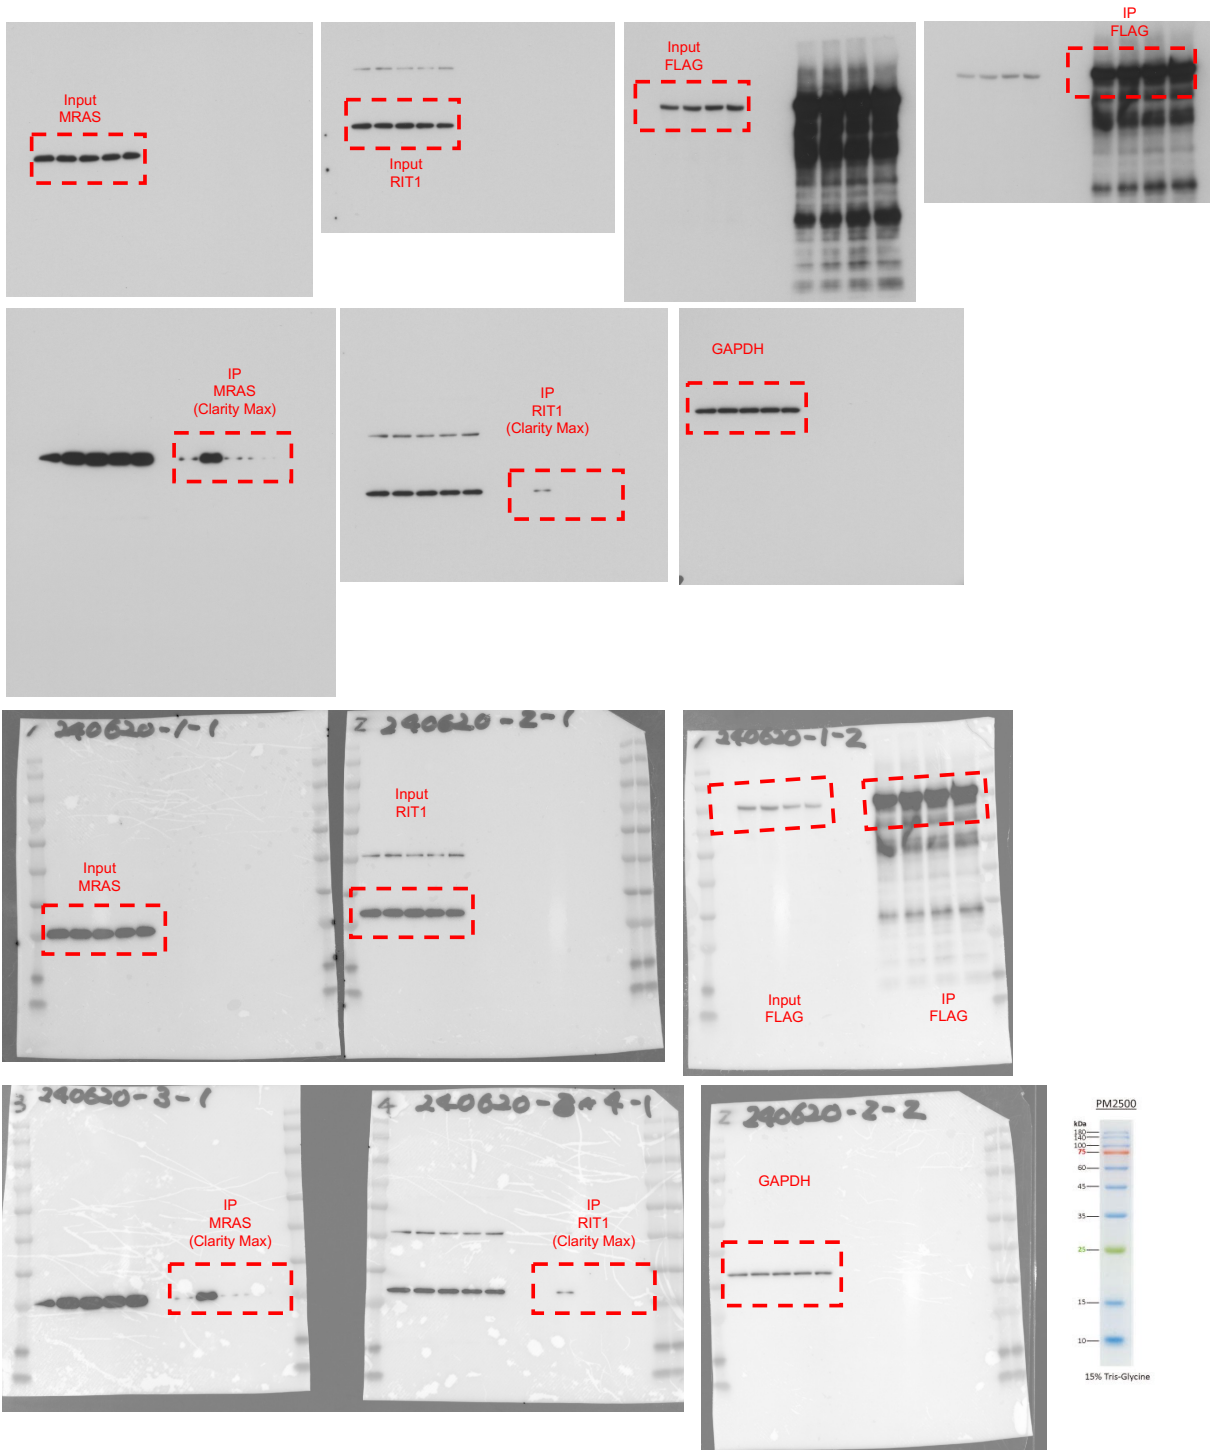

8

9

10

11

12      **Full unedited blot for Fig. 2E**

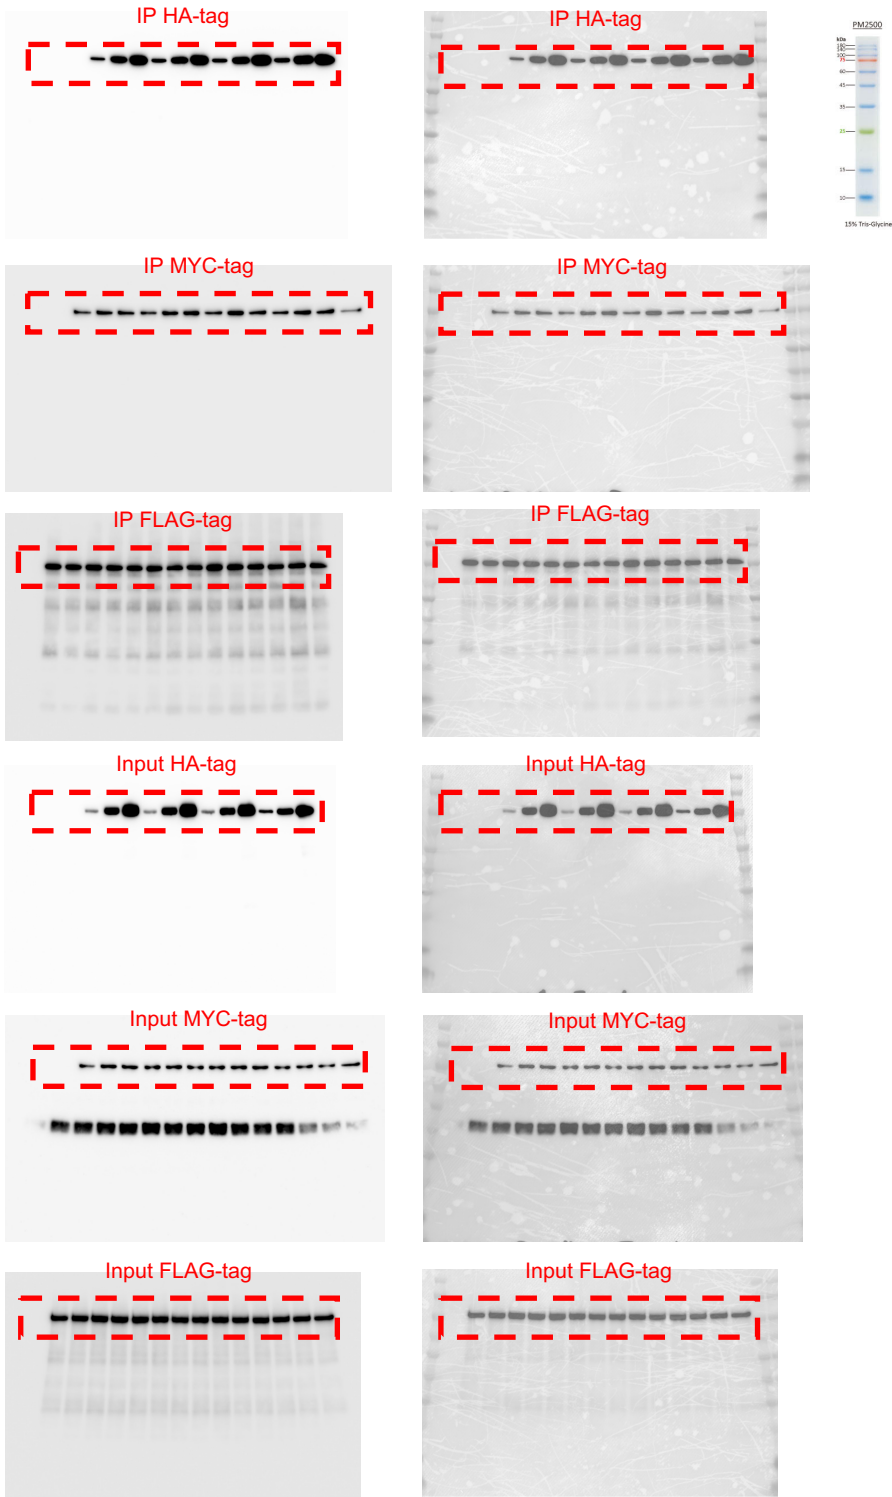

13

14

15

16

17      **Full unedited blot for Fig. 3B**

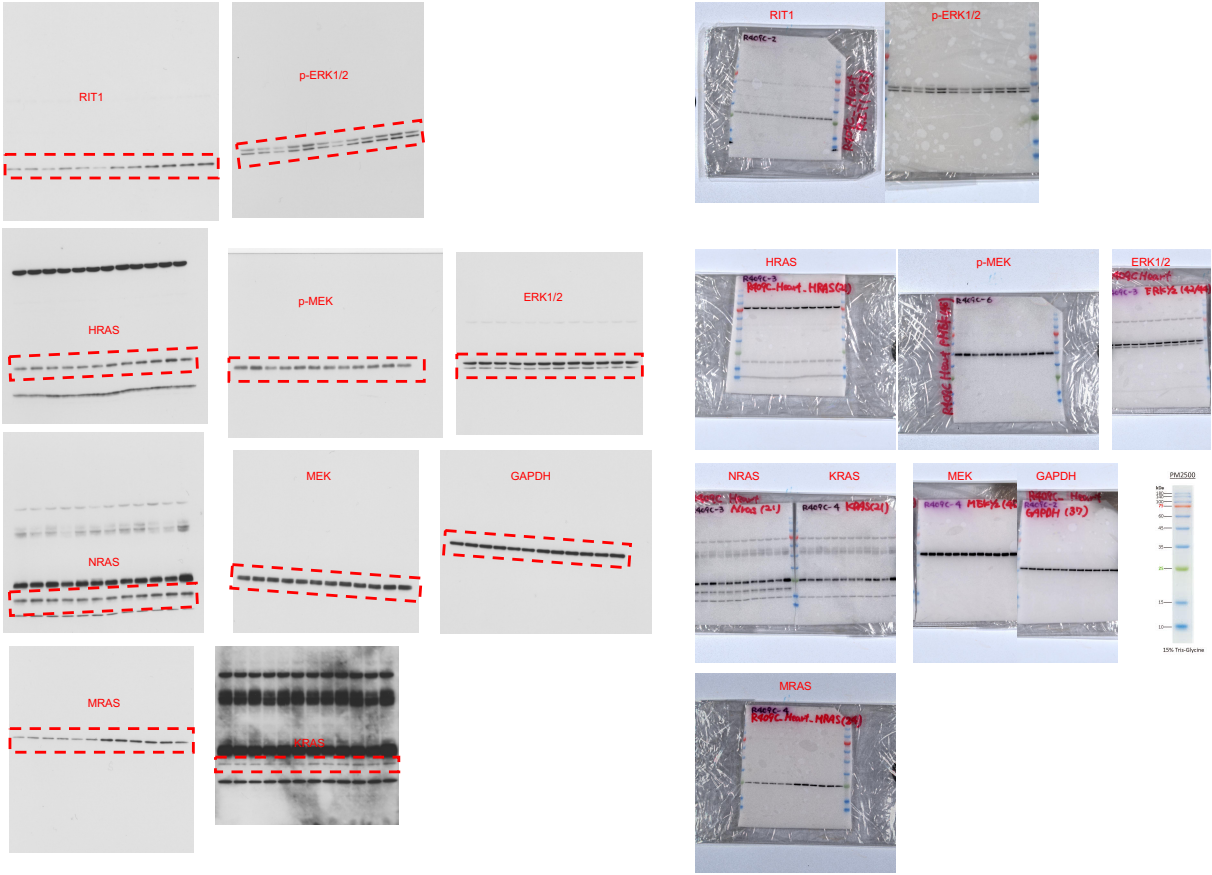

18

19

20

21      **Full unedited blot for Fig. 6C**

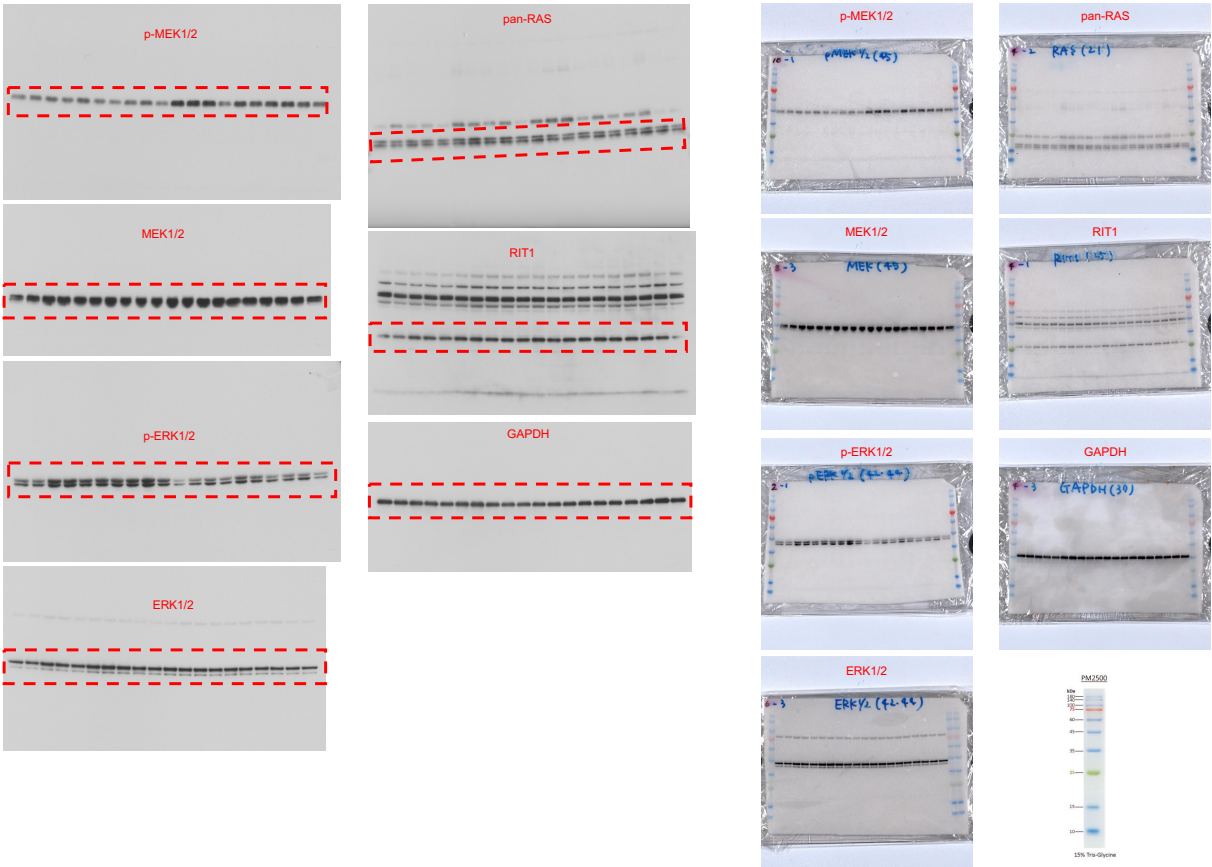

22

23

How the deposited data were processed for this re-analysis (not part of the article)

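The mRNA-Seq measured gene expression in the LVs of 3 *Lztr1* R409C/+ and 3 WT mice at 12 weeks of age, with 1 library per mouse. The authors deposited counts per gene, whole numbers without normalization, made with Trim-galore, HISAT2, and StringTie against GRCm39 after rRNA was excluded. The paper's text does not name the release of the annotation or how counts were taken from StringTie. The authors also deposited a table of their edgeR comparison for 12629 genes, with log2 fold changes of *Lztr1* R409C/+ over WT mice and the average log2 CPM of each gene. Its other columns, which the authors deposited from the same edgeR comparison, are p-values and their Benjamini-Hochberg adjusted p-values. The genotype of each mouse was taken from the sample labels and the paper, which call the samples heart and LV, respectively.

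Total counts were 71768345, 71173751, and 68206059 in WT replicates 1, 2, and 3 and 69282804, 72641124, and 66130887 in *Lztr1* R409C/+ replicates 1, 2, and 3. At these depths, 3 counts corresponded to between 0.0317 and 0.0541 CPM. Intervals and floors cover counting error only. TMM factors were 0.921, 0.905, and 1.39 in WT and 0.800, 0.985, and 1.10 in *Lztr1* R409C/+ mice, in replicate order. The common biological coefficient of variation was 26.1%. Of 56923 genes listed, 56236 had their identifier in the GENCODE annotation used for positions and lengths.

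Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 17212, and normalized with TMM. The genotypes were compared with the robust quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05, two-sided. Preranked GSEA used fgsea 1.28.0 on the log2 fold changes with sets of 10 to 500 tested genes, and adjusted p-values were computed over 10 lists. 9 of the lists stand for terms of the paper's GSEA, and the last is a list of genes whose transcription depends on ERK. The lists and the choice of tests, named genes, and alternatives were fixed before the data were examined, except where stated otherwise. camera of limma 3.58.1 was run with a preset correlation of 0.01 between genes and with the correlation estimated from the residuals. Scores per mouse and single genes were compared with an exact permutation test of 3 mice against 3, two-sided, whose smallest p is 0.1.

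The genes named are *Spry4* and the other genes of Supplemental Table 6, *Lztr1*, the LZTR1 targets that the paper names, 5 hypertrophy markers, the 3 genes that rose and the 3 that fell with the smallest p among those past the threshold without overlap between the groups, and the 2 genes of each list with the smallest unadjusted p in the direction of its score. Not every gene under this rule is given a value. *C1qb* and *Cotl1* were named after their values were seen, since the higher genes past the threshold were few.

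The alternatives were other normalizations (DESeq2's size factors, library size only, upper quartile), other tests (DESeq2 1.42.0, edgeR's exact test), no filter or at least 10 counts in every mouse, removal of mitochondrially encoded genes, a block for the replicate number, a loess correction for gene length, a false discovery rate of 0.1, an unadjusted p under 0.05, ranking by the signed square root of F, the nearest Reactome pathway, the genes of a list above the median log2 CPM, both forms of camera, and the omission of each mouse in turn. The replicate numbers, and so the pairs behind the block, come from the sample labels. A correction for GC content, the gene length correction of the counts of genes, and the exact test on the genes of the authors' table were added after the data were seen.

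The steps were tested on simulated data of 17212 genes with 3 samples against 3, in which 200 genes were changed by 1 on the log2 scale. The quasi-likelihood test called 84 of the changed genes and 8 unchanged genes, edgeR's exact test 105 and 27, and DESeq2 108 and 30. Of 20 gene sets without a change, 0 were called by GSEA or by camera with the preset correlation. A set of 60 genes raised by 0.3 on the log2 scale was called by the same form of camera. Genes were simulated independently of each other, so the sets do not test how often GSEA or camera errs with correlated genes. In the mice, the correlation estimated within the ribosomal list was 0.488.

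Left out were the proteome, which has no deposited table among these data and entered only through the proteins and protein changes that the paper lists in Supplemental Tables 3 and 4, and GO annotations, which were not used here. No batch or sequencing date is given in the sample labels or the paper. The donor sequence for the G245R mutation was left out because its alignment to the reference, made without gaps, had 7 mismatches. An alignment with gaps was not tried.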

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

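Of the tests in this part, the comparison with erythrocyte markers and those of the number of genes by library size and by other splits of the mice were planned, while those of single loci, of chromosome 5, and of the macrophage markers by mouse, library size, and gene length were chosen after the results were seen.

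The paper does not discuss any of the 7 genes that passed a false discovery rate of 0.05 in edgeR's quasi-likelihood test. The log2 fold change in *Lztr1* R409C/+ mice was 2.35 for *Ifi27l2a* (adjusted p = 0.00265), 1.42 for *Ccl6* (0.0277), 1.33 for *Cotl1* (0.0411), 1.19 for *C1qc* (0.0241), and 1.15 for *C1qb* (0.0241), all adjusted p-values being Benjamini-Hochberg values of edgeR's quasi-likelihood test. Each of these 5 genes was higher in all 3 *Lztr1* R409C/+ mice than in all 3 WT mice. Over the alternatives, the adjusted p reached from 2.06e-17 to 0.220 for *Ifi27l2a* and from 4.53e-08 to 0.379 for *C1qc*. Of the 6 fits that each left out a mouse, *Ifi27l2a* passed in 6, *Ccl6* in 1, and *C1qc*, *C1qb*, and *Cotl1* in 0, while the unadjusted p over all alternatives was at most 0.00168 for *C1qc*, 0.00227 for *C1qb*, and 5.42e-04 for *Cotl1*. Of the 10 splits of the 6 mice into 3 and 3, 1 gave as many genes as the real one, which was the real split itself, and the others gave 0 to 2 genes, against 367 to 1180 at an unadjusted p under 0.05 and 1486 for the real split. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes. With 10 splits, chance cannot be excluded below a share of 1 in 10. The ratio of the median total counts was 0.973 and the groups overlapped, which goes against library size as a cause of the difference.

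*Gm43302* had 1108, 1267, and 2567 counts in WT mice and 0, 0, and 0 in *Lztr1* R409C/+ mice, at least 462-fold lower by CPM against a floor of 3 counts (adjusted p = 2.91e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at most 0.00123 over the alternatives that gave a value). The gene spans *Gbp10* and most of *Gbp6* on chromosome 5 from 105362773 to 105441561. Summed over the 3 genes, the log2 ratio was -0.39 and the genotypes overlapped (exact permutation test, p = 0.3). *Gbp10* had a log2 ratio of 0.96 and *Gbp6* of -0.079, and both overlapped between the genotypes (exact permutation test, p = 0.2 and p = 0.9). Together they gained 17.6% of the 21.2 CPM lost from *Gm43302*. Reads assigned to the other genes in *Lztr1* R409C/+ mice may thus account for a small part of the loss, within a large spread of *Gbp6* between mice (46.1 ± 16.3 CPM in WT, SD, n = 3), and the difference cannot be told apart from a change in transcription. Whether a variant between the strains of the mice changed the assignment was not tested at this locus.

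*Gm15751*, a lncRNA on chromosome 5 from 123646458 to 123652074, had 0, 0, and 0 counts in WT and 42, 65, and 57 in *Lztr1* R409C/+ mice, at least 19.8-fold higher (adjusted p = 0.0241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.390 over the alternatives). It passed in 2 of the 6 fits that each left out a mouse. Summed with the overlapping *Diablo*, *B3gnt4*, and *Gm49027*, the log2 ratio was 0.034, but *Diablo* has between 2333 and 4395 counts per mouse, which hides a shift of this size. A shift of reads between these genes might explain the difference and cannot be told apart from a change in transcription. Because both loci lie on chromosome 5, a strain difference there was examined. On chromosome 5, 3 of 1093 tested genes (0.274%) had an unadjusted p under 0.001, against 68 of 16034 (0.424%) on the other chromosomes (Fisher's exact test, p = 0.628), which goes against a difference along the whole chromosome and leaves single loci open.

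Markers of macrophages and lymphocytes, from lists the paper does not examine, rose. The macrophage score was higher by 0.95 in *Lztr1* R409C/+ mice, with 12 of 12 genes higher, and the lymphocyte score by 1.31, with 9 of 9 genes higher. In both lists all 3 *Lztr1* R409C/+ mice lay above all 3 WT mice (exact permutation test, p = 0.1, the smallest possible). Under library size only, upper quartile, and DESeq2's size factors the median log2 fold change of the macrophage markers was 0.76, 1.02, and 0.97, and that of the lymphocyte markers was 1.11, 1.31, and 1.26. The lowest macrophage score in *Lztr1* R409C/+ mice exceeded the highest in WT mice by 0.90, which goes against a single mouse as the source. The median log2 fold change was 0.98, and 0.94 after the gene length correction, but the median length of these markers, 2818.5 bases, is near that of all tested genes, so the correction is no test of gene length for them. The ratio of median total counts, 0.973, goes against library size. Neutrophil markers, of which 4 were tested and 3 were higher, rose by 0.80 without overlap (exact permutation test, p = 0.1). Erythrocyte markers rose by 0.82, with overlap between the genotypes (exact permutation test, p = 0.2). WT replicate 3 had a higher erythrocyte score than *Lztr1* R409C/+ replicate 2, 0.15 against -0.061, but a lower macrophage score, -0.48 against 0.43. Their lymphocyte scores were -0.76 and 0.45, and their neutrophil scores, from 4 genes only, were -0.61 and 0.31. In this pair of mice the immune scores did not follow the erythrocyte score. A single pair cannot exclude blood left in the tissue as the source of the rise. The comparison also takes the blood of both genotypes to hold immune cells and erythrocytes in the same proportion, which was not measured. The paper reports splenomegaly and extramedullary hematopoiesis in *Lztr1* R409C/+ mice. The rise of neutrophil markers, which blood also carries, likewise leaves open a part played by blood. A hypothesis is that the *Lztr1* R409C/+ LVs hold more immune cells, or more of their RNA. Immune cells were not counted in these data.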

How the results depend on the processing

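The alternatives added after the data were seen were the GC correction, the gene length corrections of the counts of genes, and the exact test on the authors' genes, and the cause of each change below was not tested unless stated.

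Of the counts of 6 genes higher and 1 lower, DESeq2's size factors, upper quartile normalization, and removal of mitochondrially encoded genes gave the same numbers and the same 7 genes. The number of higher genes was 15 with library size only, 136 with DESeq2, 113 with edgeR's exact test, 19 without a filter, 116 with the exact test on the authors' genes, 15 at a false discovery rate of 0.1, and 993 at an unadjusted p under 0.05. The number of lower genes was 6 with library size only, 14 with DESeq2, 10 with the exact test, 0 with at least 10 counts in every mouse (432 at an unadjusted p under 0.05), 7 with the exact test on the authors' genes, and 493 at an unadjusted p under 0.05. Library size only shares 3 genes with the 7. From 1 to 3 higher and from 1 to 2 lower genes passed across the 6 fits that each left out a mouse. The filter at 10 counts in every mouse removes *Gm43302* by its 0 counts.

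With the replicate number as a block, alone or with the gene length correction, 0 genes were higher (903 and 805 at an unadjusted p under 0.05), and under the latter pair the NES was 1.18 for the respirasome, -1.29 for TOR signaling, 1.41 for the MAPK cascade, and 1.51 for ERK output. With the block alone the NES was 1.41 for extracellular matrix and 1.52 for ERK output. Mice of the same number had a mean correlation of deviations of -0.0124 (-0.0573 to 0.0215), against 0.00621 for different numbers, so the pairing explains little. For single genes the block also costs degrees of freedom, so a gene no longer called under it is no evidence of a weaker effect. This does not apply to the lists, which are ranked by log2 fold change, and why the extracellular matrix and ERK output scores fell with the block was not tested.

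Of the lists past the threshold, all kept it under library size only, at least 10 counts in every mouse, removal of mitochondrially encoded genes, the GC correction, the exact test on the authors' genes, and ranking by the signed square root of F. Without a filter on low counts, the NES was 1.22 for the respirasome, 1.14 for extracellular matrix, -1.05 for TOR signaling, -0.82 for the ubiquitin ligase complex, and 0.93 for ERK output, none past the threshold. After the gene length correction the respirasome (1.00), TOR signaling (-1.33), and ERK output (1.57) no longer passed, while the MAPK cascade did (1.45). Upper quartile normalization gave -1.41 for TOR signaling and 1.52 for ERK output, and DESeq2's size factors and its own test each gave 1.59 for ERK output, none of them past the threshold. The nearest Reactome pathway gave 1.24 for the respirasome and -0.92 for TOR signaling. For T-tubule, sarcolemma, and the ubiquitin ligase complex no pathway was paired, so there is no value. Genes above the median log2 CPM gave 1.12 for ERK output. With the estimated correlation, camera's adjusted p was 0.352 for the respirasome, ribosomal proteins, TOR signaling, ubiquitin ligase complex, and fatty acid β-oxidation, 0.486 for extracellular matrix, and 0.403 for ERK output, so no list passed.

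Lists that passed only under alternatives were the MAPK cascade with both gene length corrections above, with at least 10 counts in every mouse (1.34), by the signed square root of F (1.47), and without WT replicate 2 (1.55), T-tubule with at least 10 counts (-1.49), by the signed square root of F (-1.84), with the exact test on the authors' genes (-1.45), and by camera with the preset correlation (0.0019), and sarcolemma with library size only (-1.59), at least 10 counts (-1.48), the GC correction (-1.49), the exact test on the authors' genes (-1.51), the signed square root of F (-1.90), camera with the preset correlation (0.00176), and the fit without WT replicate 3 (-1.42).

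Across the 6 fits that each left out a mouse, the NES ranged from 1.32 to 1.66 for the respirasome, 1.17 to 1.98 for extracellular matrix, 1.03 to 1.55 for the MAPK cascade, -1.74 to -1.12 for TOR signaling, -1.53 to -0.66 for T-tubule, -1.42 to 0.62 for sarcolemma, -1.60 to -1.25 for the ubiquitin ligase complex, -1.85 to -0.93 for fatty acid β-oxidation, and -1.25 to 1.66 for ERK output. Sarcolemma changed direction without *Lztr1* R409C/+ replicate 1 and ERK output without *Lztr1* R409C/+ replicate 2. The threshold was passed in 3 of these 6 fits by the respirasome, 2 by extracellular matrix, 1 by the MAPK cascade, 3 by TOR signaling, 0 by T-tubule, 1 by sarcolemma, 5 by fatty acid β-oxidation, 1 by ERK output, and 6 by the ribosomal list. For the ubiquitin ligase complex the fit without WT replicate 3 gave no value, and 3 of the other 5 passed.

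Of the genes given with a value, *Lztr1* (-0.014), *Egfr* (-0.042), and *Nras* (-0.13) changed direction with library size only, which shifted the median log2 fold change of all genes to -0.14, so that all 3 lay above that median. *Dusp22* (0.033), *Spryd7* (0.037), and *Mras* (0.00040) changed direction with upper quartile normalization, *Spryd7* (0.024) and *Mras* (0.0087) with the gene length correction, *Mras* (0.014) with that correction and the block, *Spryd7* (0.00057) with at least 10 counts in every mouse, and *Dusp22* (0.011) and *Spryd7* (0.015) with the exact test on the authors' genes. Across the fits that each left out a mouse, *Egfr* ranged from -0.061 to 0.29, *Nppb* from -0.49 to 0.30, *Dusp22* from -0.14 to 0.13, *Spryd7* from -0.19 to 0.16, *Mras* from -0.18 to 0.059, and *Nras* from -0.079 to 0.24. None of these 7 genes passed the threshold in the alternatives run. *Spry4* kept its direction and its side of the threshold in 19 of 19 alternatives. Over 44 other genes and 829 fits, 734 kept direction and side of the threshold, 45 no longer passed it, 27 newly passed it, and 23 changed direction.

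The correlation across genes with the authors' log2 fold changes, 1.00 over 12629 genes, was 1.00 among genes with a mean log2 CPM above 3. Depth limits *Fmod*, with 14, 0, and 11 counts in WT mice, and *Gm15751*.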

Differences from the paper's values

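No test in this part was chosen after the results were seen, apart from the alternatives marked as such. GO terms and the lists used here differ in their members: of the leading genes that Supplemental Table 5 prints per term, the lists hold 21 of 21 for fatty acid β-oxidation, 18 of 21 for the cytosolic ribosome, 16 of 21 for TOR signaling, 11 of 20 for T-tubule, 13 of 21 for sarcolemma, 20 of 21 for the respirasome, 11 of 21 for the ubiquitin ligase complex, 8 of 21 for the MAPK cascade, and 7 of 21 for the collagen-containing extracellular matrix.

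The NES of the cytosolic ribosomal proteins was 2.37 against the paper's 2.69. Of the 19 alternatives set before the data were examined, 2 were near it, library size only (2.84) and at least 10 counts in every mouse (2.58), and the others were not. The NES of fatty acid β-oxidation was -1.91 against the paper's -2.30. Of 19 alternatives, 3 were near the paper's value and the others were not. The 3 were at least 10 counts in every mouse (-2.10), ranking by the signed square root of F (-2.54), and genes above the median log2 CPM (-1.98). The NES of T-tubule was -1.09 against the paper's -1.81, with 3 of 18 alternatives near the latter and the others not. These were at least 10 counts in every mouse (-1.49), omission of WT replicate 3 (-1.53), and the signed square root of F (-1.84). The NES of TOR signaling was -1.61 against the paper's -1.87, with 5 of 19 alternatives near the latter and the others not. Those near it were library size only (-1.87), at least 10 counts in every mouse (-1.82), genes above the median log2 CPM (-1.79), omission of WT replicate 3 (-1.74), and DESeq2's size factors (-1.64). The last of these lies closer to -1.61 than to the paper's value. The exact test on the authors' genes, chosen after seeing the values, was also near the paper's value for the ribosomal proteins (2.79), fatty acid β-oxidation (-2.15), and TOR signaling (-2.05). The GC correction, also chosen after seeing the values, was near it for none of these 4.

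The log2 fold change of *Dusp22* was -0.010 against the paper's 0.011. These values differ in sign, but both are small against an SD between replicates of 0.27. Of 17 alternatives set before the data were examined, 4 gave the paper's sign and the others did not. The 4 were upper quartile normalization (0.033) and the omission of WT replicate 2 (0.012), WT replicate 3 (0.099), or *Lztr1* R409C/+ replicate 3 (0.13). Omission of either replicate 3 gave a value further from the paper's than -0.010. The log2 fold change of *Spryd7* was -0.0077 against the paper's 0.015, again a difference in sign between values small against an SD between replicates of 0.35. The paper's sign was given by 5 of 17 alternatives and not by the others. The 5 were upper quartile normalization (0.037), at least 10 counts in every mouse (0.00057), the gene length correction (0.024), and the omission of WT replicate 2 (0.066) or *Lztr1* R409C/+ replicate 3 (0.16). Both omissions gave values further from the paper's than -0.0077. The exact test on the authors' genes, chosen after seeing the values, came within 4.96e-08 of the log2 fold changes in the authors' table over all its genes.

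The paper states that MAPK cascade genes were upregulated, with an NES of 1.39 (adjusted p = 0.0225 from its GSEA). The NES here was 1.28 with an adjusted p of 0.0845 (permutation of genes), adjusted over other lists than the paper's. By the tolerance above it was near the paper's NES, so only the side of the threshold differed. The list passed with at least 10 counts in every mouse (1.34), by the signed square root of F (1.47), after the gene length correction (1.45), with that correction and the block (1.41), and without WT replicate 2 (1.55). For T-tubule and sarcolemma, which the paper states were downregulated, the adjusted p was 0.316 and 0.180 (permutation of genes). The NES of sarcolemma, -1.21 against the paper's -1.54, was near it by the same tolerance, and that of T-tubule was not. T-tubule passed with at least 10 counts (-1.49), by the signed square root of F (-1.84), by camera with the preset correlation (0.0019), and with the exact test on the authors' genes (-1.45), the last chosen after seeing the values. Sarcolemma passed with library size only (-1.59), at least 10 counts (-1.48), the signed square root of F (-1.90), camera with the preset correlation (0.00176), and without WT replicate 3 (-1.42), and with the GC correction (-1.49) and the exact test on the authors' genes (-1.51), both chosen after seeing the values. The paper states that *Spry4* was upregulated, and its log2 fold change here was 0.50 with an adjusted p of 0.564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No alternative passed.

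The authors' deposited table calls 116 genes higher and 7 lower, and edgeR's quasi-likelihood test called 6 and 1, of which 5 are among theirs. edgeR's exact test, set before the data were examined, gave 113 and 10, and on the authors' genes, chosen after seeing the values, 116 and 7. The genes of their table are those with a CPM above 1 in at least 5 mice, which holds for 12629 of 12629.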

Other observations

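Of the tests in this part, those of gene length and of a single mouse were planned, and so was the comparison of the protein lists with mRNA, whose expected outcome was written down only afterwards, while those of GC content, of the divisions of the MAPK and TOR lists, of the respirasome, and of the splits of the mice per list were chosen after the results were seen.

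The ribosomal protein list, which the paper reports only in its figure and table, held 85 tested genes, 83 higher and 2 lower in *Lztr1* R409C/+ mice, with an NES of 2.37 (adjusted p = 1.22e-11, permutation of genes). The score was higher in every *Lztr1* R409C/+ mouse than in every WT mouse (exact permutation test, p = 0.1, the smallest possible).

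Ribosomal protein and respirasome genes rose while TOR signaling, ubiquitin ligase, and sarcolemma genes fell. Gene length may contribute: across 17127 genes, the log2 fold change had a Spearman correlation of -0.221 with length, genes not being independent replicates, and 0.00852 after correction. Median lengths were 928.5 bases for the respirasome, 1096 for ribosomal proteins, and 2997 for all tested genes. Of the 4 of these 5 lists that passed, 2 no longer did after the length correction, so the other 2 are not explained by length alone, and the pattern cannot be told apart from it for the rest. After the GC correction, 0 of the 4 were lost, but their scores hardly moved (1.63 for the respirasome, 2.39 for ribosomal proteins, -1.58 for TOR signaling, and -1.64 for the ubiquitin ligase complex), since their median GC content of 49.7% to 50.7% is near the 49.9% of all tested genes. The correction is therefore no test of GC content for these lists. A single mouse might carry the pattern: in 2 of the 5 lists, all 3 *Lztr1* R409C/+ mice lay on one side of all 3 WT mice, so this cannot be excluded for the other lists.

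Of the 10 splits of the 6 mice into 3 and 3, the real one included, an NES as large in either direction was found in 3 for the mitochondrial respirasome, 4 for cytosolic ribosomal proteins, 4 for collagen-containing extracellular matrix, 3 for positive regulation of MAPK cascade, 1 for TOR signaling, 5 for T-tubule, 5 for sarcolemma, 1 for ubiquitin ligase complex, 1 for fatty acid β-oxidation, and 4 for ERK-dependent transcriptional output. Among the 4 splits that part all same-numbered pairs, the counts were 2, 2, 2, 2, 1, 3, 2, 1, 1, and 2 in the same order. Of the 9 others, the number with an adjusted p under 0.05 by GSEA (permutation of genes) was 4, 6, 3, 2, 1, 1, 3, 1, 3, and 2. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded for any list.

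For the MAPK cascade list, a candidate explanation is RNA from more macrophages. The genes that are not immune ligands, receptors, or adaptors had an NES of -0.642, and the immune part one of 1.97. After the gene length correction the scores were 0.835 and 2.03, so the direction of the former depended on that correction. Because the division was made with the values known, this cannot decide between macrophages and MAPK signaling in the heart.

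For the respirasome, the low share of mitochondrial RNA in WT replicate 3, 13.8%, may contribute. The nuclear genes of the list had an NES of 1.44 (p = 0.0385, permutation of genes), which goes against the mitochondrially encoded genes as the sole source, while the whole list without WT replicate 3 had an NES of 1.33 and did not pass. The list also failed to pass without *Lztr1* R409C/+ replicate 1 (1.32) and without WT replicate 2 (1.44), so the loss of the call is not particular to WT replicate 3. After the gene length correction the nuclear genes had 0.811. The 11 mitochondrially encoded genes were all higher in *Lztr1* R409C/+ mice, with a median log2 fold change of 0.42, under each normalization tried, but without WT replicate 3 only 5 of the 11 were higher, with a median of -0.019, and without *Lztr1* R409C/+ replicate 1 the median was 0.079. The rise of these 11 genes thus rests on WT replicate 3 and to a lesser degree on *Lztr1* R409C/+ replicate 1, and their scores overlapped (exact permutation test, p = 0.7).

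For TOR signaling, a fall of inhibitors rather than of the kinase complexes might lie behind the lower score. The kinase complexes and activators had a median log2 fold change of -0.13, against -0.072 for the inhibitors, and their scores separated the genotypes (exact permutation test, p = 0.1, the smallest possible) while those of the inhibitors overlapped (p = 0.3). The NES, however, was -1.57 for the inhibitors (p = 0.0372, permutation of genes) and -1.22 for the kinase complexes and activators (p = 0.127, permutation of genes). The measures point in different directions and the division was made with the values known, so the explanation can be neither kept nor dropped.

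The mRNA of the 72 upregulated proteins in Supplemental Tables 3 and 4 was tested for 68, of which 67.6% were higher in *Lztr1* R409C/+ mice, and that of the 85 downregulated proteins for 55, of which 65.5% were lower. The median log2 fold changes were 0.10 and -0.071. limma's camera gave an adjusted p of 0.0161 for each list and, with the estimated correlation, p-values of 0.110 and 0.0406. Across the paired proteins, the paper's protein changes and the mRNA changes had a Spearman correlation of 0.352, across genes that are not independent replicates. This is consistent with protein changes that follow mRNA in part.

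*Lztr1* mRNA had a log2 fold change of 0.13 (adjusted p = 0.854), *Rit1* -0.11 (0.878), and *Egfr* 0.12 (0.918), with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mras*, *Nras*, and *Hras* lay between -0.040 and 0.23. Of the hypertrophy markers, the log2 fold change was 0.53 for *Nppa*, -0.21 for *Nppb*, -0.39 for *Myh6*, -0.31 for *Myh7*, and -0.58 for *Acta1*, and *Acta1* had an unadjusted p of 0.0172 and an adjusted p of 0.483 from edgeR's quasi-likelihood test, from 0.242 to 0.976 over the alternatives. Of all tested genes, 2674 (15.5%) did not overlap between the genotypes, against 10% by chance.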
